# Ligament injury in adult zebrafish triggers ECM remodeling and cell dedifferentiation for scar-free regeneration

**DOI:** 10.1038/s41536-023-00329-9

**Published:** 2023-09-19

**Authors:** Troy Anderson, Julia Mo, Ernesto Gagarin, Desmarie Sherwood, Maria Blumenkrantz, Eric Mao, Gianna Leon, Hailey Levitz, Hung-Jhen Chen, Kuo-Chang Tseng, Peter Fabian, J. Gage Crump, Joanna Smeeton

**Keywords:** Regeneration, Trauma

## Abstract

After traumatic injury, healing of mammalian ligaments is typically associated with fibrotic scarring as opposed to scar-free regeneration. In contrast, here we show that the ligament supporting the jaw joint of adult zebrafish is capable of rapid and complete scar-free healing. Following surgical transection of the jaw joint ligament, we observe breakdown of ligament tissue adjacent to the cut sites, expansion of mesenchymal tissue within the wound site, and then remodeling of extracellular matrix (ECM) to a normal ligament morphology. Lineage tracing of mature ligamentocytes following transection shows that they dedifferentiate, undergo cell cycle re-entry, and contribute to the regenerated ligament. Single-cell RNA sequencing of the regenerating ligament reveals dynamic expression of ECM genes in neural-crest-derived mesenchymal cells, as well as diverse immune cells expressing the endopeptidase-encoding gene *legumain*. Analysis of *legumain* mutant zebrafish shows a requirement for early ECM remodeling and efficient ligament regeneration. Our study establishes a new model of adult scar-free ligament regeneration and highlights roles of immune-mesenchyme cross-talk in ECM remodeling that initiates regeneration.

## Introduction

Ligament injuries typically heal with biomechanically inferior scar tissue that compromises joint stability and increases the risk of developing painful and debilitating osteoarthritis^1,2^. Healed ligaments fail to recapitulate the highly organized structure of the uninjured tissue. Foundational research using non-regenerative models has highlighted that the failure to regenerate ligaments without scarring is common among mammals^3–5^. Early studies investigating repair of the medial collateral ligament (MCL) following rupture showed that the healed ligament undergoes more deformation under the same load, coincident with disorganization of the collagen fibers at the wound site^5,6^. The first 10 days of ligament healing in mammals are characterized by an invasion of fibroblasts, vasculature, and pro-inflammatory immune cells along the ligament^6,7^. While ligament repair continues for 14 weeks, an incomplete remodeling of both the cellular and extracellular matrix (ECM) composition occurs, ending with a fibrotic scar bridging the injury. Similarly, in human and murine tendon and ligament injuries, the stubs are bridged by α-Smooth Muscle Actin-positive scarring myofibroblasts^8–11^. Notably, these myofibroblasts do not express tendon and ligament marker *Scleraxis* (*Scx*), indicating that they are not true ligamentocytes^8^. Existing studies on adult connective tissue injury highlight the importance of the reestablishment of cell fate and ligament ECM through regeneration.

Recent advances in tendon injury modeling showed that neonatal mice are capable of scar-free regeneration after Achilles tendon transection^8^. In this neonatal repair context, *Scx*-positive tenocytes retain their developmental potency to proliferate, migrate to the wound site, and heal without forming a fibrotic scar^8^. Further studies on developmental regenerative potential have been performed using juvenile zebrafish, which described that BMP-dependent activation of perichondrial progenitors is necessary for tendon regeneration after tendon cell ablation injury^12^. However, while these models interrogate scar-free tendon regeneration in the context of development, there are currently no models to study scar-free ligament regeneration in mature adult ligaments. To address this need, we utilized the highly regenerative zebrafish, as they are a well-established model for heart, spinal cord, and tail fin regeneration^13–15^ and moreover possess regenerative synovial joints supported by ligaments^16–18^.

In the course of establishing a post-traumatic osteoarthritis model, we had observed rapid regeneration of the craniofacial interopercular-mandibular (IOM) ligament, which supports the zebrafish jaw joint, following complete transection in one-year-old fish^18^. Here we characterize the cellular and molecular events underlying the three overlapping phases of ligament healing: inflammation, proliferation, and remodeling. We also used single-cell RNA sequencing (scRNAseq) to characterize the dynamics of cell populations during regeneration and identified *legumain* (*lgmn*) as a gene highly enriched in macrophages that invade the injury site. Legumain is a member of the C13 family of cysteine proteases that regulate ECM factors such as cathepsins, fibronectin1 (Fn1), and matrix metalloprotease-2 (MMP-2)^19,20^. Through injury analyses in a zebrafish mutant for *lgmn*, we uncovered an essential role in regulating ECM remodeling and scar-free ligament regeneration. Our findings highlight the important role of immune-mediated ECM remodeling for successful scar-free regeneration.

## Results

### Complete and scar-free regeneration of the IOM ligament following transection

The IOM ligament connects the interopercular bone to the retroarticular bone of the mandible to control movement of the zebrafish jaw joint. Following complete transection of the IOM ligament in adult zebrafish, a time-course of histological analysis revealed dynamic morphological changes during ligament regeneration (Fig. 1a–h). The uninjured ligament contains ligamentocytes within a cell-sparse ECM (Fig. 1a, b). Within 1 day post-ligament transection (dplt), a robust inflammatory response is seen that begins to resolve by 3 dplt. From 1 to 3 dplt, we observe breakdown of ligament ECM and rounding of ligament-embedded nuclei (Fig. 1c, d). Beginning at 3 dplt and continuing through 7 dplt, abundant mesenchymal cells are observed in the gap between the injured ligament stubs (Fig. 1d, e). By 14 dplt, cells bridging the RA and IOP bones display an elongated morphology in the direction of force but at a high cell density compared to native uninjured ligaments (Fig. 1f). From 21 to 28 dplt, the hypercellularity is resolved and the regenerated ligament resembles the cell-sparse uninjured ligament (Fig. 1g, h). These data point to a transient inflammatory response and ligament stub ECM breakdown, followed by establishment of a population of mesenchymal cells bridging the wound site that are remodeled into the regenerated ligament.

**Fig. 1:**
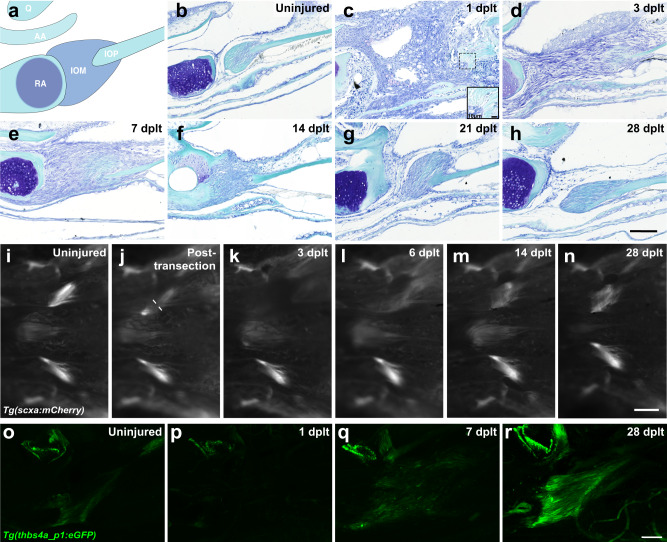
Adult zebrafish ligament transection injury and regeneration. **a** Schematic of the articulating bones at the zebrafish jaw joint and connections of the interopercular-mandibular (IOM) ligament. **b**–**h** Toluidine blue staining of adult zebrafish IOM ligament in uninjured (**b**, *n* = 16), 1 day post-ligament transection (dplt, **c**, *n* = 3), 3 dplt (**d**, *n* = 5), 7 dplt (**e**, *n* = 6), 14 dplt (**f**, *n* = 16), 21 dplt (**g**, *n* = 3), and 28 dplt (**h**, *n* = 16). **i**–**n** Repeated live imaging of the ventral view of *scxa:mCherry* expression in IOM ligament before injury (**i**, *n* = 9), immediately after injury (**j**, *n* = 3), 3 dplt (**k**, *n* = 9), 6 dplt (**l**, *n* = 3), 14 dplt (**m**, *n* = 9), and 28 dplt (**n**, *n* = 3). **o–r** Confocal microscopy imaging of tissue cleared *thbs4a_p1:GFP* expression in IOM ligament uninjured control (**o**, *n* = 6), 1 dplt (**p**, *n* = 5), 7 dplt (**q**, *n* = 6), and 28 dplt (**r**, *n* = 3). AA, anguloarticular bone; IOM, interopercular-mandibular ligament; IOP, interopercular bone; Q, quadrate bone; RA, retroarticular bone. Scale bars = 100 μm (**b**–**h**, **o**–**r**), 250 μm (**i**–**n**).

To understand the activity of ligamentocytes during regeneration, we labeled these cells with a *scxa*:*mCherry* transgenic line. In these fish, mCherry expression is driven by the regulatory region surrounding the *scleraxis a* (*scxa*) gene, which encodes a transcription factor highly expressed in ligament and tendon cells^21,22^. In uninjured adults, live imaging revealed *scxa*:mCherry fluorescence in each of the bilateral IOM ligaments (Fig. 1i). Immediately following the transection, we observed decreased *scxa*:mCherry fluorescence only on the injured side, with mCherry fluorescence nearly completely absent by 3 dplt (Fig. 1j, k). We then saw reappearance of *scxa*:mCherry fluorescence by 6 and 14 dplt, gradually returning to near-normal levels by 28 dplt (Fig. 1l–n). This result suggests that while ligament stub-resident ligamentocytes were observed in histological analysis, these mature cells show a dramatic loss of *scxa*:mCherry expression adjacent to the transection site.

Expression of *scxa* is known to be broader than just tenocytes and ligamentocytes, including early mesenchyme and fibroblasts^23^. We therefore sought to confirm our results with a transgenic line marking mature ligamentocytes more specifically. Analysis of our published single-cell assay for transposase-accessible chromatin (scATAC) sequencing data of zebrafish cranial neural crest-derived cells^24^ identified a 635 bp region within intron 13 of the *thrombospondin 4a* (*thbs4a*) gene that was selectively accessible in the tendon and ligament cluster (Supplementary Fig. 1a). We then used this sequence to generate *thbs4a_p1*:eGFP zebrafish. In contrast to expression of *scxa*:mCherry throughout tendons and ligaments, *thbs4a_p1*:eGFP expression was highly specific for the IOM ligament, with the exception of a small amount of superficial cartilage expression in the jaw joint (Fig. 1o; Supplementary Fig. 1b). Following IOM ligament transection, we observed disappearance of *thbs4a_p1*:eGFP expression in spared ligament domains flanking the cut site by 1 dplt, reappearance by 7 dplt, and remodeling to a normal ligament morphology by 28 dplt (Fig. 1o–r, Supplementary Videos 1-4). In particular, the use of CUBIC tissue clearing technique revealed that ligamentocytes had re-established alignment in the direction of force at 28 dplt, in contrast to the disorganized alignment seen at 7 dplt. The loss of expression of two independent reporters in ligamentocytes flanking the transection site strongly suggest that remaining ligamentocytes dedifferentiate early in the regenerative process. Further, re-expression of these reporters later in the regenerative process show re-activation of the developmental gene regulatory program for ligamentocytes during adult regeneration.

### Mature ligamentocytes contribute to the regenerated ligament

Next, we sought to define the source of ligamentocytes during regeneration. During development, the IOM ligament and other components of the craniofacial skeleton are neural crest-derived. We therefore tested whether the regenerative mesenchyme and regenerated ligament are similarly neural crest-derived. To do so, we permanently labeled neural crest-lineage cells in *Sox10:Cre;actb2:loxP-BFP-STOP-loxP-DsRed* fish, in which *Sox10*-driven Cre recombinase switches blue fluorescent protein (BFP) to DsRed fluorescent protein (Fig. 2a). Repeated live imaging through the course of ligament healing revealed the regenerative mesenchyme to be DsRed+ at 3, 7, and 14 dplt, and the regenerated ligament DsRed+ at 14 and 28 dplt. Immunofluorescence staining of tissue sections against DsRed protein highlight DsRed expression in the uninjured ligament and skeletal mesenchyme, as well as conversion of the bridging regenerative mesenchyme and injured ligamentocytes at 3 dplt (Fig. 2b,c). Thus, similar to their development, both the early bridging regenerative mesenchyme and regenerated ligament are produced by neural crest-derived cells.

**Fig. 2:**
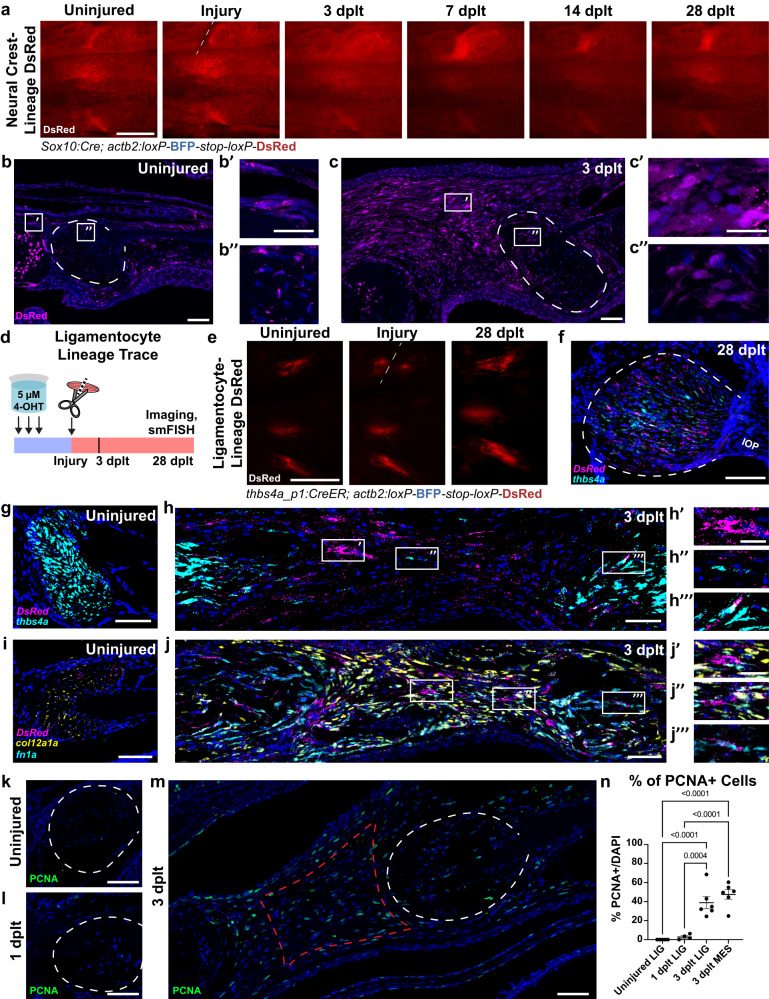
Lineages contributing to ligament regeneration following transection injury. **a** Lineage trace of DsRed-labeled cells using *Sox10:Cre* with *actb2:loxP-BFP-STOP-loxP-DsRed*. (**b**, **c**) DsRed immunofluorescence (magenta) in *Sox10:Cre;actb2:loxP-BFP-STOP-loxP-DsRed* from uninjured (**b**) and 3 dplt (**c**) (*n* = 4/time-point). Insets highlight NC-derived cells in periosteum (**b’**), uninjured ligament (**b”**), regenerative mesenchyme (**c’**), and injured ligament (**c”**). Ligament outlined in white dashed line. **d** Schematic of ligamentocyte lineage tracing. *thbs4a_p1:CreER;actb2:loxP-BFP-STOP-loxP-DsRed* fish were 4-OHT treated, screened for conversion, then imaged. **e** Repeated ventral live imaging of DsRed-labeled *thbs4a-*lineage before, immediately following, and 28 dplt (cut site at dashed white line) (*n* = 5/time point). *DsRed* (magenta) and *thbs4a* (cyan) smFISH in 28 dplt (**f**), uninjured (**g**) and 3 dplt (**h**) ligaments from *thbs4a_p1:CreER;actb2:loxP-BFP-STOP-loxP-DsRed* (*n* = 5/time point). Insets illustrate *DsRed* single-positive (**h’**), *thbs4a* single-positive (**h”**), and *DsRed*-*thbs4a* double-positive cells in the regenerative mesenchyme (**h”’**). *DsRed* (magenta), *col12a1a* (yellow), and *fn1a* (cyan) smFISH in uninjured (**i**) and 3 dplt (**j**) converted *thbs4a_p1:CreER;actb2:loxP-BFP-STOP-loxP-DsRed* fish (*n* = 5). Insets illustrate *DsRed* single-positive (**j’**) and *fn1a*-*col12a1a* double-positive regenerative mesenchyme (**j”**), and *DsRed*-*fn1a* double-positive cells in the ligament (**j”’**). PCNA immunofluorescence (green) in uninjured (**k**), 1 dplt (**l**), and 3 dplt (**m**). Ligament outlined in white dashed line, regenerative mesenchyme domain in red dashed line. **n** Quantification of percent PCNA+ nuclei in (**k**–**m**), showing significant increase in proliferation at 3 dplt (*n* = 4-6 per time point). Scale bars = 500 μm (**a**, **e**), 50 μm (**b**, **c**, **g**, **h**, **I**, **j**), 20 μm (**b’**, **c’**, **h’**, **j’**).

We next sought to understand which subset of neural crest-derived cells might contribute to the regenerated ligament. Given our finding that mature ligamentocytes undergo rapid dedifferentiation in response to ligament transection, we tested their potential long-term contribution to the regenerated ligament. To permanently label ligamentocytes prior to injury, we generated a transgenic line that used the *thbs4a_p1* ligament-specific enhancer to drive expression of 4-hydroxy tamoxifen (4-OHT)-inducible CreERT2 (*thbs4a_p1:CreERT2*) in combination with the ubiquitously-expressed *actb2:loxP-BFP-STOP-loxP-DsRed* reporter. Treatment of adult double transgenic fish with 3 doses of 4-OHT resulted in DsRed fluorescence throughout the IOM ligaments (Fig. 2d, e). Following ligament transection, repeated live imaging revealed the regenerated ligament was DsRed+ at 28 dplt, with DsRed expression co-localizing with endogenous expression of *thbs4a* in ligamentocytes (Fig. 2e, f).

To further investigate the dynamic fate of the ligamentocyte lineage during regeneration, we assessed the co-localization of *DsRed* with mature ligamentocyte marker *thbs4a*. In situ hybridization highlights that while *DsRed* transcripts colocalize with *thbs4a* transcripts in the uninjured adult ligament, *DsRed*-positive cells appear in the regenerative mesenchyme at 3 dplt that do not express *thbs4a* (Fig. 2g, h). *thbs4a* single-positive cells are also present, suggesting the initiation of a ligamentocyte lineage program from either unconverted ligamentocytes or non-ligament progenitors. Consistent with live imaging of *scxa:mCherry* and *thbs4a_p1:eGFP*, these data show that pre-existing ligamentocytes de-differentiate, repressing markers of mature ligamentocyte identity as they migrate into the wound.

To characterize the identity of the ligamentocyte-derived regenerative mesenchyme, we assessed the expression of markers *fibronectin 1a* (*fn1a*) and *collagen 12 alpha 1a* (*col12a1a*), which label injury mesenchyme in zebrafish spinal cord and heart regeneration^25–28^. While *fn1a* is minimally expressed in the uninjured ligament, we see abundant *fn1a* transcripts in *DsRed*+ *thbs4a*-lineage cells in both the injured ligament stubs, as well as in the bridging regenerative mesenchyme (Fig. 2i, j). Additionally, we see high expression of *col12a1a* transcripts in *thbs4a*-lineage cells in the regenerative mesenchyme relative to the uninjured ligament. Together, these data indicate that *thbs4a*-lineage cells lose characteristic markers of ligament fate and undergo dynamic changes in their ECM gene expression profile as they migrate into the wound and bridge the ligament stubs.

In addition, we observed extensive proliferation, based on immunofluorescence staining for Proliferating Cell Nuclear Antigen (PCNA), within both the regenerative mesenchyme and ligament stubs adjacent to the transection site. Compared to only minimal PCNA+ cells prior to injury and at 1 dplt, 39% of cells within the ligament stub domain and 47.5% cells within the regenerative mesenchyme domain were PCNA+ at 3 dplt (Fig. 2k–n, *n* = 4-6 per sample). These data support typically quiescent ligamentocytes re-entering the cell cycle upon injury and contributing to the regenerated ligament.

### Single-cell RNA sequencing reveals dynamic mesenchymal populations during ligament regeneration

To gain insights into the cellular and molecular dynamics underlying ligament regeneration, we performed droplet-based single-cell RNA sequencing (scRNAseq) on micro-dissected IOM ligaments, including adjacent joint and mesenchymal tissues, before and during early stages of regeneration. We used FACS in *Sox10:Cre;actb2:loxP-BFP-STOP-loxP-DsRed* fish to enrich for neural crest-derived cells, yet sequenced both DsRed+ neural crest-derived and BFP+ non-neural crest-derived populations to capture the entire diversity of cell types during regeneration. DsRed+ and BFP+ populations were sequenced independently from uninjured controls, and from fish at 1 and 3 dplt or undergoing sham surgery to cut the skin but not the ligament (Fig. 3a). 

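Each of the 5 conditions gave 1 library of DsRed+ cells and 1 of BFP+ cells from dissected jaw joints. In these fish Sox10:Cre removes the BFP cassette in the neural crest, so that jaw cartilage, bone, ligament and their connective tissue make DsRed, while skin, blood and other cells keep BFP. In SHAM fish the skin over the ligament was cut and the ligament left whole, so that the SHAM libraries are the controls for the skin wound but not for every step of the transection. The operated conditions came from 22 joints each and the uninjured one from 25, of fish aged 3 to 4 mpf in the paper and 3 to 5 mpf in the sample labels. The BFP+ libraries held 7855053 UMIs (uninjured), 12214129 (1 d SHAM), 4893350 (3 d SHAM), 11932565 (1 dplt) and 3695779 (3 dplt), and the DsRed+ libraries 644021, 223426, 2142161, 1371212 and 3729024 in the same order. The authors' UMI counts per gene and cell were filtered and clustered with the settings of the paper's methods. With 1 library per condition and gate, transection was not tested against SHAM. Instead the UMIs of a cell class were added up over both libraries of a condition and are given as CPM with exact Poisson 95% intervals, and shares of cells are given with exact binomial intervals. These intervals cover counting error alone and not differences between fish. Genes were tested only between kinds of cells taken from the same libraries, with the conditions as blocks, and the share of neural crest derivatives was tested between the gates.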

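Most cells sorted as BFP+ were skin cells. Epithelial cells made up 82.4% of the kept BFP+ cells in the uninjured library, 82.3% in 1 d SHAM and 64.5% at 1 dplt, but 33.9% at 3 dplt and 57.7% in 3 d SHAM. The DsRed+ libraries were smaller and held few cells other than neural crest derivatives. In all 10 libraries there were 15512 cell barcodes, of which 5148 had 400 genes or fewer, 213 had 1900 or more and 3223 had at least 5% mitochondrial UMIs. The filters left 9451 cells (1618 DsRed+ and 7833 BFP+). The DsRed+ cells numbered 155 (uninjured), 57 (1 d SHAM), 574 (3 d SHAM), 214 (1 dplt) and 618 (3 dplt), and the BFP+ cells 1235, 2103, 1067, 2578 and 850. A kept cell had a median of 755 genes and 3160 UMIs.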

After pre-processing and filtering, we obtained 9,451 cells (1618 DsRed + , 7833 BFP + ) with a median 766 genes per cell (Supplementary Table 1).

**Fig. 3:**
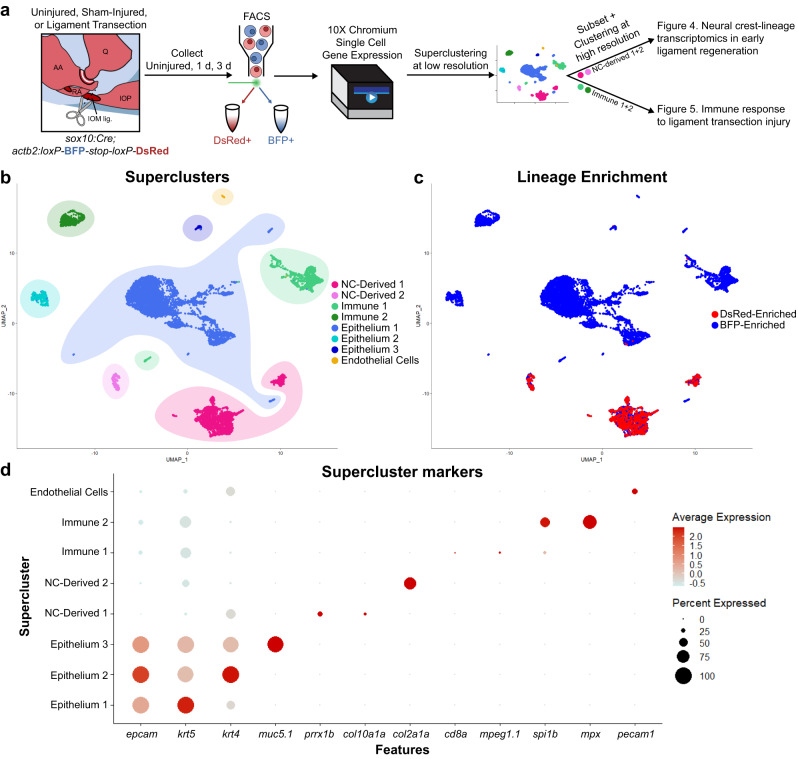
Single-cell transcriptomics of joint tissue through early ligament regeneration. **a** Schematic detailing the generation and analysis of single-cell RNA sequencing data. Jaw joints from uninjured, 1 day post-SHAM (nicking of the epithelium above the ligament) surgery, 3 days post-SHAM surgery, 1 day post-ligament transection, and 3 days post-ligament transection were dissociated and sorted for DsRed (neural crest-derived) or BFP (non-neural crest-derived). **b** UMAP of low-resolution superclusters for merged samples. Superclusters include 2 neural crest-derived clusters (NC-Derived), 2 immune clusters, 3 epithelial clusters, and 1 endothelial cluster. **c** UMAP colored for neural crest-lineage enrichment. Cells from FACS-sorted DsRed+ neural crest-derived cells colored in red, cells from sorted BFP+ non-neural crest-derived cells colored in blue. **d** DotPlot detailing expression of marker genes for each supercluster.

Unbiased, low-resolution clustering categorized cells into eight broad superclusters representing immune, epithelial, neural crest-derived (NC-derived), and endothelial cells (Fig. 3b, c). 

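Clustering of all kept cells at the paper's low resolution parted skin, immune cells, cartilage and the remaining neural crest stroma into 7 superclusters. The largest held 4939 cells with the markers of basal keratinocytes, in which *krt5* stood at 31020 CPM. Further epithelial cells formed superclusters of 300 (superficial layer) and 87 cells (mucous cells). The connective tissue of the joint lay in a supercluster of 2314 cells, of which 63.2% were DsRed+, and cartilage formed its own of 224. Immune cells formed superclusters of 1079 and 508 cells. A supercluster took the name of the cell type whose markers, listed before the counts were opened, stood out in it. A marker stood out with a UMI in at least 10% of the cells and a CPM at least 1.5 times that of all other cells, and 3 such markers were needed.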

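The epithelial superclusters separated the layers of the skin. *krt4*, a keratin of the superficial layer, stood at 9687 CPM in the smaller layer of 300 cells and was found in 99.7% of them. The mucin gene *muc5.1* stood at 6626 CPM in the mucous cells, in 96.6% of cells. No epithelial supercluster was tested between conditions.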

Epithelial superclusters included basal and intermediate keratinocytes (Epithelium 1, *krt5*+), superficial cells (Epithelium 2, *krt4*+), and mucosal cells (Epithelium 3, *muc5.1*+) (Supplementary Fig. 2). Immune 1 supercluster includes lymphoid and myeloid cells, such as T cells (*cd8a*+*, lck*+) and macrophages (*mpeg1.1*+*, mfap4*+), and Immune 2 cluster consisted primarily of neutrophils (*mpx*+*, lyz*+). 

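Blood cells entered the joint samples as 1 supercluster of neutrophils and 1 of macrophages and lymphocytes. Neutrophil granules contain myeloperoxidase and lysozyme, and their genes *mpx* (2264 CPM, 80.9% of cells) and *lyz* (4405 CPM) marked the first. The second mixed macrophage genes (*mpeg1.1* 157 CPM, *mfap4* 115 CPM) with the T cell genes *cd8a* (47.6 CPM) and *lck* (22.1 CPM). Immune cells made up 14.2% of the BFP+ cells in the uninjured library, 15.5% in 1 d SHAM, 31.8% at 1 dplt, 7.40% in 3 d SHAM and 21.9% at 3 dplt. Among DsRed+ cells only 2 were immune, both at 1 dplt.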

We also detected an endothelial cluster (*pecam1*+*, kdrl*+). 

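Endothelial cells were few and did not stand alone at the low resolution. They appeared as a cluster of 52 cells when the stromal and cartilage superclusters were clustered again. *pecam1*, which encodes an adhesion molecule of endothelial junctions, stood at 157 CPM in these cells and was found in 34.6% of them. The VEGF receptor gene *kdrl* stood at 146 CPM, in 30.8%. Only 3.85% of the cluster was DsRed+, which fits vessels of an origin outside the neural crest. These cells were left out of every mesenchyme value.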

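Cells of the stromal and cartilage superclusters were nearly the whole of each DsRed+ library but reached a large part of a BFP+ library only at 3 d. *prrx1b*, a mesenchymal transcription factor gene, stood at 114 CPM in the stroma, and the cartilage genes *col2a1a* (2486 CPM, 70.09% of cells) and *mia* (4611 CPM, 96.4%) marked the chondrocytes, 64.3% of which were DsRed+. These superclusters held 96.8% (uninjured), 100% (1 d SHAM), 99.5% (3 d SHAM), 98.6% (1 dplt) and 100% (3 dplt) of the DsRed+ cells, and 3.40%, 2.235%, 34.9%, 3.65% and 44.2% of the BFP+ cells. The share was higher in the DsRed+ library in 5 of 5 conditions, by a mean of 81.3 points (55.8 to 97.8 in single conditions). The exact sign-flip test over the 5 pairs gave the smallest p that so few pairs allow, which is above 0.05.

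The reporter transcripts told the gates apart. Among cells of the stromal and cartilage superclusters in the BFP+ libraries, 81.2% (756 of 931) carried a TagBFP UMI and 21.4% a DsRed UMI. Among those of the DsRed+ libraries 76.0% (1222 of 1607) carried a DsRed UMI and 10.8% a TagBFP UMI. The BFP+ cells counted include 118 epithelium-like and 50 endothelial-like ones. Where values are given for all neural crest derivatives, they cover every cell of these superclusters, such cells included. Such shares do not measure recombination alone, as epithelial and immune cells of the uninjured BFP+ library carried a DsRed UMI in 38.4% of cells. The source of that transcript was not tested.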

Two superclusters, enriched for DsRed+ cells (Fig. 3c), represent neural crest-derived mesenchymal populations marked by either the broad mesenchymal gene *prrx1b* (NC-Derived 1) or the chondrocyte genes *col2a1a* and *mia* (NC-Derived 2) (Fig. 3d).

Re-clustering of the two neural crest-derived superclusters revealed clusters of osteoblasts (*ifitm5*+), chondrocytes (*col2a1a*+), superficial chondrocytes and synoviocytes (*prg4b*+), ligamentocytes (*scxa*+, *thbs4a*+), two types of dermal fibroblasts (*pah*+), periosteal cells (*mmel1*+), three types of stromal cells (defined by either *cxcl12a*, *coch*, or *col5a3a*), and glial cells (*mbpa*+)^18,24^ (Fig. 4a–c, Supplementary Fig. 2, Supplementary Table 2). In addition, we identified two injury-specific clusters with stage-specific cell composition: 1 dplt regenerative mesenchyme (66% 1 dplt cells) and 3 dplt regenerative mesenchyme (82% 3 dplt cells). These regenerative mesenchyme clusters were characterized by high expression of *collagen 12 alpha 1a* (*col12a1a*) and *fibronectin 1a* (*fn1a*) (Fig. 4c; Supplementary Fig. 2). 

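The cells of the stromal and cartilage superclusters, 1607 from the DsRed+ and 931 from the BFP+ libraries, split into 13 clusters that followed the tissues of the joint. Cartilage (221 cells), bone (240), ligament and tendon (69), perivascular-like cells (398), dermal fibroblasts (421 and 53) and several stromal groups were told apart. *tnmd*, which encodes the tendon and ligament protein tenomodulin, was found in 82.6% of the ligament-like cells at 1634 CPM, with *thbs4a* (2259 CPM) and *scxa* (105 CPM). The osteoblast-like cells were marked by *ifitm5* (953 CPM, 75.4% of cells). The perivascular-like cluster took its name from *acta2*, *tagln* and *lmod1b*, but it was led by *mmel1*, the paper's periosteal gene. An *acta2* UMI was found in only 11.6% of its cells, so that the name may cover a part of the cluster.

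A cluster of 118 cells, none of them DsRed+, expressed the epithelial genes *epcam* (89.8% of cells) and *cdh1* (50.0%). A cluster of 85 cells received no name. It was led by *mgp* and by *prg4b*, the gene of the joint lubricant lubricin (2038 CPM, 40.0%). NC-derived mesenchyme stands for all of these clusters except the chondrocyte-, osteoblast-, epithelium- and endothelial-like ones, and it held 140 (uninjured), 69 (1 d SHAM), 676 (3 d SHAM), 198 (1 dplt) and 824 cells (3 dplt). Of these, 20, 22, 247, 36 and 286 came from the BFP+ libraries in the same order. The name thus follows the clusters and not the lineage label of each cell. A difference from the paper's clusters may come from names rebuilt here from markers.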

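A pair of mesenchyme clusters drew most of their cells from the transection libraries, one mainly at 1 dplt and one mainly at 3 dplt. Of the 116 cells of the 1 d regenerative cluster, 51.7% (95% interval 42.3 to 61.1) came from 1 dplt and 42.2% from 3 dplt. Of the 280 cells of the 3 d regenerative cluster, 80.7% (75.6 to 85.2) came from 3 dplt and 18.2% from 1 dplt. Seen from the conditions, the 1 d cluster took up 19.7% (15.4 to 24.6) of the stromal and cartilage supercluster cells of 1 dplt, 4.93% of those of 3 dplt and 0% of those of 1 d SHAM. The 3 d cluster took up 22.7% at 3 dplt and 16.7% at 1 dplt, against 0.106% in 3 d SHAM and 0.962% in 1 d SHAM. The 1 d cluster was led by *vmp1*, *nrgna*, *scn4ab* and *abracl*, and the 3 d cluster by *lepa*, *igfbp1a* and *sulf2b*.

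Each cluster was chosen as the one with the highest share of its condition among those with at least 3 regenerative markers, so its composition entered its choice. The ligament-like cluster (4 markers) and the *fmoda*+ dermal fibroblasts (3) met that number as well. By markers alone the 3 d cluster would be named stromal, with 4 stromal and 3 regenerative markers, and *fn1a* was not among them. The 1 d cluster held some cells with *mbpa*, a glial gene, and without cells that had 2 or more UMIs of glial markers 57.8% of it came from 1 dplt, an alternative chosen after the clusters were seen. No cluster was named glia, so these cells are part of the mesenchyme values. With 1 library per condition and gate, a cluster drawn mostly from 1 condition may be that sample and not a cell type. The 3 d cluster also took up 16.7% (12.7 to 21.4) of the supercluster cells of 1 dplt, which argues against a single sample as its only source.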

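*fn1a*, a fibronectin gene, and *col12a1a*, which encodes a chain of type XII collagen on the surface of collagen fibrils, were highest on different days after transection. *fn1a* (ENSDARG00000019815) stood well above SHAM at 1 d, while *col12a1a* (ENSDARG00000078322) did so at 3 d. In NC-derived mesenchyme *fn1a* had 97.4 CPM (95% interval 77.7 to 121) at 1 dplt and 15.2 (3.13 to 44.3, from 3 UMIs) in 1 d SHAM, a ratio of 6.42 (2.12 to 31.8). After thinning it was 5.61 (0.871 to 235), an interval that includes 1, and in BFP+ cells alone it was at least 1.262. At 3 dplt it had 59.4 CPM and in 3 d SHAM 48.8 (ratio 1.22, 0.948 to 1.58), and in uninjured joints 34.2. In BFP+ cells alone the 3 d ratio was 2.03 (1.288 to 3.314), and with no upper limit on genes per cell it was 1.63 (1.299 to 2.07). Over uninjured joints the 1 d ratio was 2.85. *col12a1a* had 777 CPM at 3 dplt and 339 in 3 d SHAM (ratio 2.29, 2.102 to 2.506). At 1 d it had 565 against 475 CPM (ratio 1.19, 0.951 to 1.50; 1.56, 1.26 to 1.95, with no upper limit on genes), and 359 in uninjured joints. The second fibronectin gene, *fn1b*, was higher than SHAM in the transection libraries of both days, 4.06-fold (2.79 to 6.12) at 1 d and 3.22-fold (2.86 to 3.65) at 3 d.

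**Figure D1:**
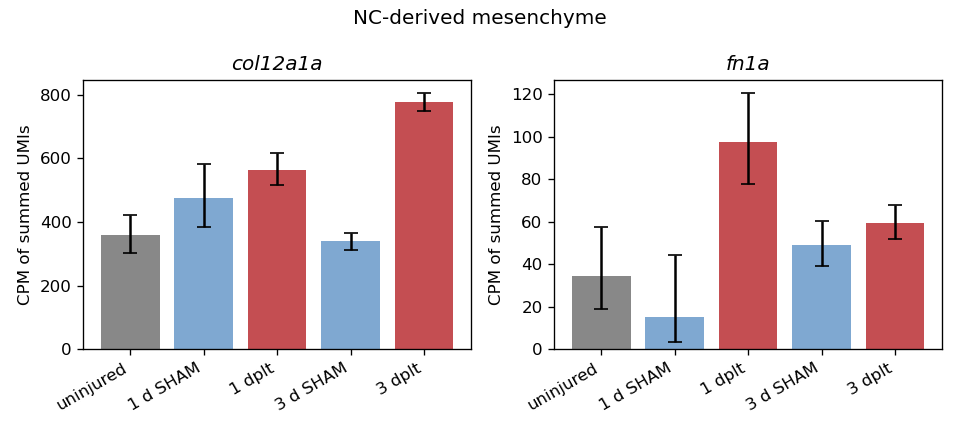
Expression of *col12a1a* and *fn1a* in NC-derived mesenchyme, in CPM of the UMIs added up over each condition, with exact Poisson 95% intervals as bars. *fn1a* is highest at 1 dplt and *col12a1a* at 3 dplt.

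More cells carried these transcripts after transection. A *col12a1a* UMI was found in 56.6% of mesenchyme cells at 1 dplt and 34.8% in 1 d SHAM, and in 30.9% and 19.1% after thinning to 1000 UMIs per cell. Neutrophils of 1 dplt had one in 0.817% of cells at a median of 1613 UMIs, against 3694.5 in the mesenchyme. All 367 neutrophils came from the BFP+ library, but 162 of the 198 mesenchyme cells from the DsRed+ library. The neutrophils therefore do not measure the free RNA around most of the mesenchyme. A *fn1a* UMI was found in 16.7% of mesenchyme cells at 1 dplt and 4.35% in 1 d SHAM, and in 6.70% and 1.47% after thinning. The states compared were not the same. At 1 dplt 30.3% of the class lay in the 1 d and 25.8% in the 3 d regenerative cluster, whereas in 1 d SHAM 40.6% was perivascular-like. At 3 dplt 27.4% lay in the 3 d regenerative cluster, and in 3 d SHAM 30.5% in the *cxcl12a*-rich stromal cluster.

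Both genes had been used to pick the regenerative clusters, whose levels are therefore no test. *col12a1a* stood at 939 CPM in the 1 d and 1031 CPM in the 3 d cluster, and *fn1a* at 229.6 and 42.9 CPM.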

In situ hybridization shows that *col12a1a* is highly expressed in the mesenchymal cells bridging the ligament stubs by 3 dplt (Fig. 4d). Further, combinatorial in situ hybridizations show that a subset of *col12a1a+* regenerative mesenchyme cells co-express the early ligamentocyte marker *scxa*, suggesting early initiation of the ligament program by 3 dplt (Fig. 4d). In contrast, *col12a1a+* cells do not co-express *alpha-smooth muscle actin 2* (*acta2*), a marker of pro-scarring fibroblasts in mammals. These data are consistent with regenerative mesenchyme cells producing new ligamentocytes as opposed to scar tissue during regeneration.

**Fig. 4:**
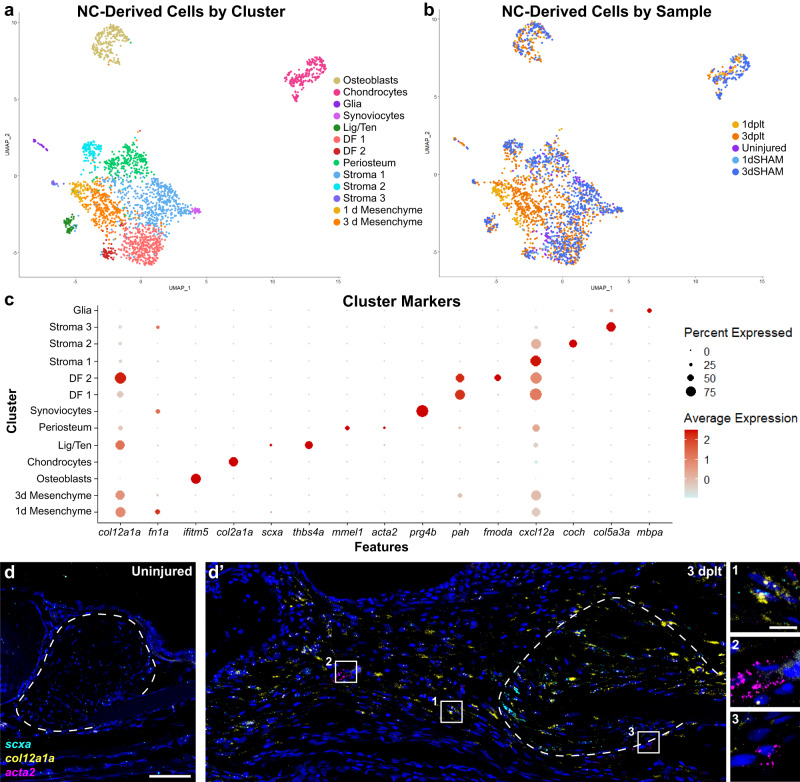
Neural crest-lineage single-cell transcriptomics in early ligament regeneration. **a**, **b** UMAP of single-cell RNA sequencing data of neural crest-derived cells from early ligament regeneration colored by (**a**) cluster or (**b**) sample. **c** DotPlot of marker genes used to identify each cluster. **d** RNAscope single-molecule fluorescent in situ hybridization (smFISH) for *scxa* (cyan), *col12a1a* (yellow), and *acta2* (magenta) in an uninjured ligament. **d’** smFISH for *scxa, col12a1a*, and *acta2* expression at 3 dplt. Insets highlighting *scxa+ col12a1a+* regenerative mesenchyme (inset 1, *n* = 5 per time point), *acta2+* perivascular cells (inset 2), and *acta2*-low mesenchyme near the ligament stub (inset 3). Scale bars = 50 μm (**d**, **d’**), 10 μm (insets in **d**), ligament stub outlined in white dashed line.

### Single-cell profiling of the immune response to ligament injury

Re-clustering of the two immune cell superclusters revealed 11 clusters: two types of neutrophils (*mpx*+), macrophages (*mpeg1.1*+*/mfap4*+), dendritic cells (*mpeg1.1*+*/mfap4-*), two types of T helper cells (*il21r.2*+ or *il4*+), proliferative cells (*mki67*+), and four types of lymphocytes (*lck*+), including two T cell-containing clusters (*cd8a*+), NK cells (*s1pr5a*+)^29^, and activated NK cells (*ifng1*+/*gzmk*+) (Fig. 5a–c, Supplementary Fig. 3). 

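Clustered by themselves, the immune cells split into 10 clusters of innate and lymphoid cells. Neutrophils formed clusters of 350 and 141 cells. Macrophages (155 cells), T cells (257 and 219), NK cells (162), dividing cells (153) and lymphocytes with type 2 cytokine genes (62 and 23) were named by their markers. *mfap4* was found in 50.3% of the macrophages at 436 CPM. *mpeg1.1* was highest (778 CPM) in a cluster of 65 cells with little *mfap4* (4.30 CPM), led by the chemokine genes *ccl35.2* and *ccl35.1* and by *il12bb*. Its markers were those of the superficial skin layer, so that it may mix mononuclear cells with skin transcripts, which was not tested. No cluster received the name of dendritic cells. The NK-like cells made interferon gamma (*ifng1*, 161 CPM) and granzyme (*gzmk*, 119 CPM). *il4* reached 5134 CPM in the larger cluster with type 2 cytokine genes, 75.8% of which came from 1 dplt, and the smaller one was *gata3*+ and marked by *il21r.2* (52.2% of cells). The smaller T cell cluster expressed *cyp1a* (1152 CPM), a gene induced by toxic compounds, and drew 58.4% of its cells from 3 dplt and 23.7% from 3 d SHAM, so that it may be a state of the 3 d samples.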

The Neutrophil 1 cluster consisted predominantly of cells from the 1 dplt sample (82% of cells), indicative of an acute inflammatory phase shortly after injury. 

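Neutrophils of 1 cluster came mostly from transected joints at 1 d. Of its 350 cells 81.4% (76.95 to 85.4) were from 1 dplt, and *mpx* was found in 79.7% of them. Low lysozyme set this cluster apart from the other neutrophils, with *lyz* at 504 CPM against 10510 CPM. Cells of the cluster made up 34.7% (31.4 to 38.0) of the immune cells of 1 dplt, but 5.85% of those of 1 d SHAM, 5.91% of those of 3 dplt and 15.4% of those of uninjured joints. Of all neutrophils of 1 dplt, 77.7% (285 of 367) lay in it, compared with 32.8% (19 of 58) in 1 d SHAM. The share of the cluster that is 1 dplt also depends on the number of immune cells caught, 822 at 1 dplt and 325 in 1 d SHAM. With the immune cells of each condition given equal weight it was 48.2%.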

Repeated live imaging of individual fish expressing the transgenic neutrophil reporter *mpx*:mCherry revealed homing of *mpx*+ neutrophils to the injury site within 4 hours, with neutrophil accumulation beginning to resolve by 1 dplt (Fig. 5d, white arrowheads). In contrast, repeated imaging of fish transgenic for the macrophage and dendritic cell reporter *mpeg1.1*:eGFP showed *mpeg1.1+* immune cells homing to the transection site at 1 dplt and resolving by 7 dplt (Fig. 5e, white arrowheads).

**Fig. 5:**
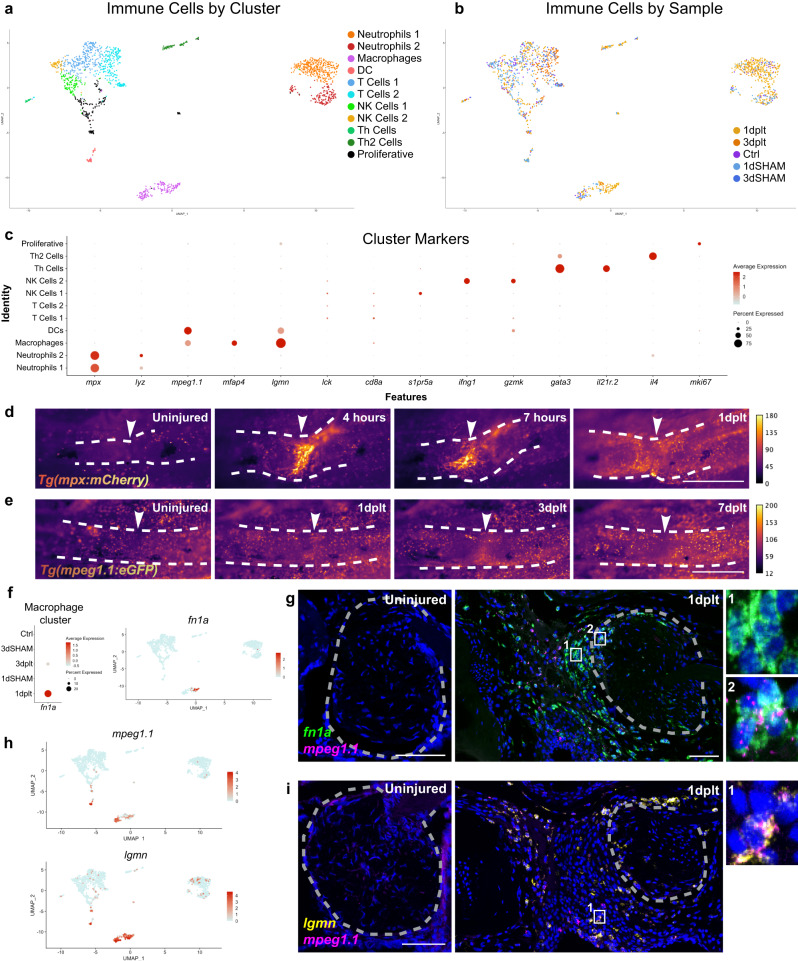
Immune response to ligament transection injury. UMAPs of single-cell RNA sequencing datasets colored by cluster (**a**) and injury sample (**b**). **c** Dot Plot showing marker gene expression for each immune cluster. Repeated live imaging of neutrophils (**d**; *mpx*:*mCherry*) (*n* = 5) and macrophages (**e**; *mpeg1.1:eGFP*+) (*n* = 6) at the injury site (arrowheads) during the first week of regeneration color-coded by signal intensity. **f** Dot Plot demonstrating *fn1a* expression in macrophage cluster cells split by Sample and Feature Plot for 1 dplt-macrophage enriched gene *fn1a*. **g** Representative images of smFISH staining using *fn1a* (green) and *mpeg1.1* (magenta) probes in IOM ligaments from uninjured and 1 dplt samples (*n* = 3). **h** Feature Plots for macrophage marker *mpeg1.1* and macrophage-enriched gene *lgmn*. **i** smFISH for *lgmn* (yellow) and *mpeg1.1* (magenta) probes in IOM ligaments from uninjured and 1 dplt samples (*n* = 3). Gray dashed lines outline the IOM ligament and inset positions are denoted by the numbers 1-2 (**g**, **i**). Scale bars = 500 μm (**d**, **e**), 50 μm (**g**, **i**).

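Macrophages of transected joints expressed *fn1a* at 1 d, and macrophages of SHAM and uninjured joints gave no UMI of it. At 1 dplt 108 macrophages held 86 *fn1a* UMIs, 147 CPM (118 to 182). The 27 macrophages of 1 d SHAM held 0 (upper limit 35.6 CPM) and the 11 of uninjured joints 0 (upper limit 79.1 CPM). Set against 3 UMIs in place of 0, the level at 1 dplt was 5.08-fold that of 1 d SHAM. This setting lies below the upper limit of 35.6 CPM, so the true ratio may be smaller. A *fn1a* UMI was found in 28.7% of the macrophages of 1 dplt (20.4 to 38.2) and in 11.2% after thinning to 1000 UMIs. Neutrophils of the same condition had one in 0.272% of cells, at a median of 1613 UMIs against 5223 in the macrophages. *fn1a* was among the 10 genes with the largest ratio between macrophages of 1 dplt and 1 d SHAM.

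**Figure D2:**
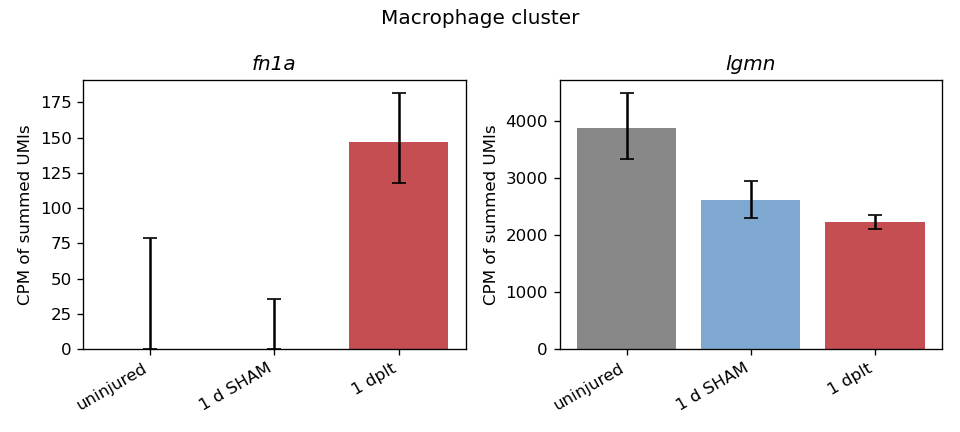
Expression of *fn1a* and *lgmn* in the macrophage cluster, in CPM with exact Poisson 95% intervals as bars. Of the conditions shown (uninjured, 1 d SHAM and 1 dplt), *fn1a* appears only at 1 dplt, while *lgmn* is present in all 3.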

Within the *mpeg1.1*+*/mfap4+* macrophage cluster, we noted a subpopulation of macrophages with enriched composition of 1 dplt cells and selective expression of *fn1a* (Fig. 5f). In situ hybridization at 1 dplt revealed *mpeg1.1*+*/fn1a+* macrophages close to the transection site; adjacent *mpeg1.1-/fn1a+* cells likely represent regenerative mesenchyme cells that also express *fn1a* (Fig. 5g). In the uninjured IOM ligament, we observed almost no *mpeg1.1*+ cells or *fn1a* expression. 

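*lgmn* (ENSDARG00000039150) encodes legumain, a protease of lysosomes and late endosomes, and it was a gene of macrophages in every condition with enough of them. In the macrophage cluster it stood at 3881 CPM (3336 to 4490) in uninjured joints, 2607 (2305 to 2937) in 1 d SHAM and 2224 (2105 to 2349) at 1 dplt. The ratio of transection to SHAM at 1 d was 0.853 (0.748 to 0.977), so that the level was somewhat lower in the transection library. A *lgmn* UMI was found in 94.4% of macrophages of 1 dplt and 92.6% of 1 d SHAM, and in 65.4% and 81.5% after thinning. In neutrophils of 1 dplt the share was 6.54%.

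To ask which genes go with *mpeg1.1*, immune cells with a *mpeg1.1* UMI (15, 36 and 77 cells in uninjured, 1 d SHAM and 1 dplt) were compared with immune cells without one (160, 289 and 745) by edgeR quasi-likelihood with Benjamini-Hochberg adjustment, 3 conditions v 3. Of 2480 genes tested 770 were called, 392 higher and 378 lower in the *mpeg1.1*+ cells. *lgmn* was higher by log2 3.49 (SE 0.563, adjusted p 0.00288), in 3 of 3 conditions, and ranked 48 among the higher genes. Without 1 d SHAM 28 genes were called and *lgmn* was not (3.79, adjusted p 0.0659; over its alternatives 3.2e-18 to 0.0659). After thinning 403 genes were called. Other macrophage genes rose with it: *marco* (3.18, adjusted p 0.00839), *mfap4* (2.855, 0.0115) and *irf8* (1.97, 0.0153). The largest rises, each in 3 of 3 conditions, were in *il12bb* (6.28), *lgals3bpb* (5.67), *ccl34b.1* (5.63) and *epdl1* (4.74). Neutrophil genes fell, *lyz* by 8.27 (adjusted p 0.000254) and *mpx* by 4.89 (0.00196), as did *ccl38a.4* (−9.185) and *cd28* (−8.15).

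Genes of lysosomes and phagocytosis went with these cells, with 15 of 20 tested higher and 0 lower (16 adjusted over the list alone). All 3 genes of MHC II were higher. Among ECM proteases and their inhibitors, 6 of 13 were higher (*ctsla*, *ctsz*, *ctsk*, *ctsba*, *lgmn*, *ctsd*) and 4 lower (*timp2b*, *mmp9*, *adam8a*, *serpine2*), 6 and 5 alone. All of these higher genes except *ctsk* are also in the lysosome list, so the lists are not separate results. Cytokine genes went both ways, 4 higher and 5 lower of 16 (5 and 5 alone). Immediate early and heat shock genes were 4 of 29 lower (4 alone), and ER folding genes 2 of 15 higher (0 alone). Of interferon genes 2 of 9 were higher and 1 lower. Of myofibroblast genes 2 of 2 were lower, and of TGF-beta genes 1 of 4 was lower. By edgeR none of 13 glycolysis genes was called (3 at unadjusted p<0.05, 0 by DESeq2) and none of 2 cell cycle genes (1 and 0). Because *mpeg1.1* picked the cells, genes sharing its free RNA or cell depth can follow it without sharing its regulation.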

One of the most selective markers of *mpeg1.1+* cells was *lgmn*, and in situ hybridization revealed abundant *mpeg1.1*+*/lgmn+* cells at 1 dplt but not in the uninjured IOM ligament (Fig. 5c, h, i; Supplementary Table 3). These data show that ligament transection induces a rapid recruitment of neutrophils that is followed by recruitment of *lgmn*+*/fn1a+* macrophages to the injury site.

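The innate cells that carried these genes were abundant at 1 dplt and scarce at 3 d. The 1 dplt libraries held 367 neutrophils and 108 macrophages, those of 1 d SHAM 58 and 27, those of uninjured joints 43 and 11. At 3 dplt there were 14 neutrophils and 8 macrophages, and in 3 d SHAM 9 and 1. The paper concludes that neutrophils are recruited quickly after transection and macrophages with *lgmn* and *fn1a* after them. Because of the few cells at 3 d, no immune gene was compared there. Cell numbers also depend on how many cells each library caught.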

### Legumain is required for efficient ligament regeneration

Given the high expression of *lgmn* in *mpeg1.1+* immune cells that home to the ligament injury site, we tested the requirement for *lgmn* in ligament regeneration by using a premature stop allele (*lgmn*^*sa22350*^) (Fig. 6a). Homozygous *lgmn*^*sa22350*^ zebrafish (*lgmn* mutants) are anatomically similar to wild types with no overt differences in the gross morphology of their uninjured ligaments (Fig. 6b). To characterize ECM changes during ligament regeneration, we performed Acid Fuchsin Orange G (AFOG) staining in which bone and ligament ECM stains red, and cartilage and mesenchymal ECM stains blue (Fig. 6b). In wild type, we observed the disappearance of the normal red ligament ECM by 3 dplt, which then began to reappear by 7 and 14 dplt and was fully restored by 42 dplt. In *lgmn* mutants, ligament tissue adjacent to the transection site retained ligament ECM and was not resorbed at 3 dplt as in wild type (black arrow, Fig. 6b). By 14 dplt, we observed a striking delay in ligament regeneration compared to wild types, with *lgmn* mutants displaying disorganized non-ligament ECM throughout the injury domain. At 42 dplt, *lgmn* mutants displayed reduced and highly dysmorphic regenerated ligaments consisting of several distinct nodules that failed to align along the direction of force.

**Fig. 6:**
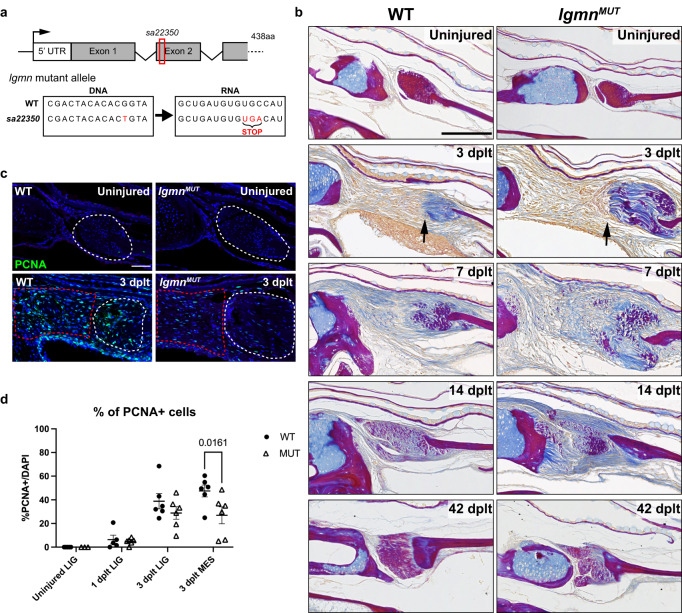
Dysregulated ECM remodeling and decreased proliferation in *lgmn* mutant after ligament transection. **a** Schematic of *lgmn* mutant locus showing a point mutation in exon 2 that encodes for an early stop codon. **b** Acid Fuchsin Orange-G (AFOG) histology staining of ECM remodeling in wild type and *lgmn* mutant IOM ligament regeneration in uninjured, 3 dplt, 7 dplt, 14 dplt, and 42 dplt. Black arrow denotes interface of injured ligament bundle with invading cells. Collagen is stained blue, protein deposits are stained red/purple, and cellular cytoplasm is stained orange (*n* = 3-5 per time point). **c** Representative images of PCNA immunofluorescence in wild type and *lgmn* mutants in uninjured and 3 dplt IOM ligaments. Region of interest for quantification is outlined in white dashed lines for the ligament and red dashed lines for regenerative mesenchyme domain. **d** Quantification of percentage of PCNA positive cells normalized with total DAPI-stained nuclei (*n* = 3-6 per time point); error bar represents SEM, *p* = 0.0161. Scale bars = 150 μm (**b**), 50 μm (**c**).

To examine the cellular bases of aberrant ligament regeneration in *lgmn* mutants, we first measured apoptosis and proliferation using TUNEL and PCNA immunofluorescence assays, respectively. After transection in wild types, we observed 7.4% TUNEL+ ligamentocyte nuclei at 1 dplt and 2.5% TUNEL+ at 3 dplt (Supplementary Fig. 4). Similar rates of apoptosis were seen in both wild types and *lgmn* mutants, suggesting that altered apoptotic load is not the initiator of fibrotic response in *lgmn* mutants (Supplementary Fig. 4). However, at 3 dplt, we observed a 27% decrease in proliferation within the regenerative mesenchyme domain of *lgmn* mutants (*p* = 0.0161) and a trend toward lower proliferation in ligament tissue adjacent to the transection site (*p* = 0.4660) (Fig. 6c, d).

### *lgmn* mutants have an altered immune response to injury

To assess immune cell response in *lgmn* mutants, we first quantified neutrophils at 1 and 3 dplt using immunofluorescence for the neutrophil marker, Mpx (Supplementary Fig. 4a). Compared to uninjured controls, neutrophils are recruited to the site of ligament injury in both wild type and *lgmn* mutants. However, we observed a significant increase in the number of neutrophils present at the injury site of *lgmn* mutants compared to wild types at 1 dplt (*p* = 0.0213) (Supplementary Fig. 5b). By 3 dplt, we observed a decrease in neutrophils at the injury site to similar levels in both wild type and *lgmn* mutants (Supplementary Fig. 5b). These data suggest that neutrophil recruitment is transiently heightened in the *lgmn* mutant injury response.

Next, we characterized the macrophage response in *lgmn* mutants. At 1 dplt, macrophages home to the injury site, surround the injured ligament tissue, and express *fn1a* and *lgmn* during wild type regeneration. At 1 dplt, we found that *lgmn* mutants had similar numbers of *mpeg1.1*+ cells present and localized to the expected injury site compared to wild types (Fig. 7a, b). This suggests the dysregulated healing observed in *lgmn* mutants is not due to an absence of macrophages after transection. Next, to assess for shifts in proportions of macrophage subsets present in *lgmn* mutants, we quantified the proportion of *mpeg1.1+* macrophages expressing *fn1a* and/or *lgmn* that were most proximal to the injured tissue (Fig. 7a–c, white dashed line in c represents ROI). Compared to wild types, we observe that the injury site in *lgmn* mutants is populated by similar proportions of heterogeneous macrophage subsets, with a slight reduction in *lgmn* single-positive macrophages (Fig. 7c, Supplementary Fig. 6).

**Fig. 7:**
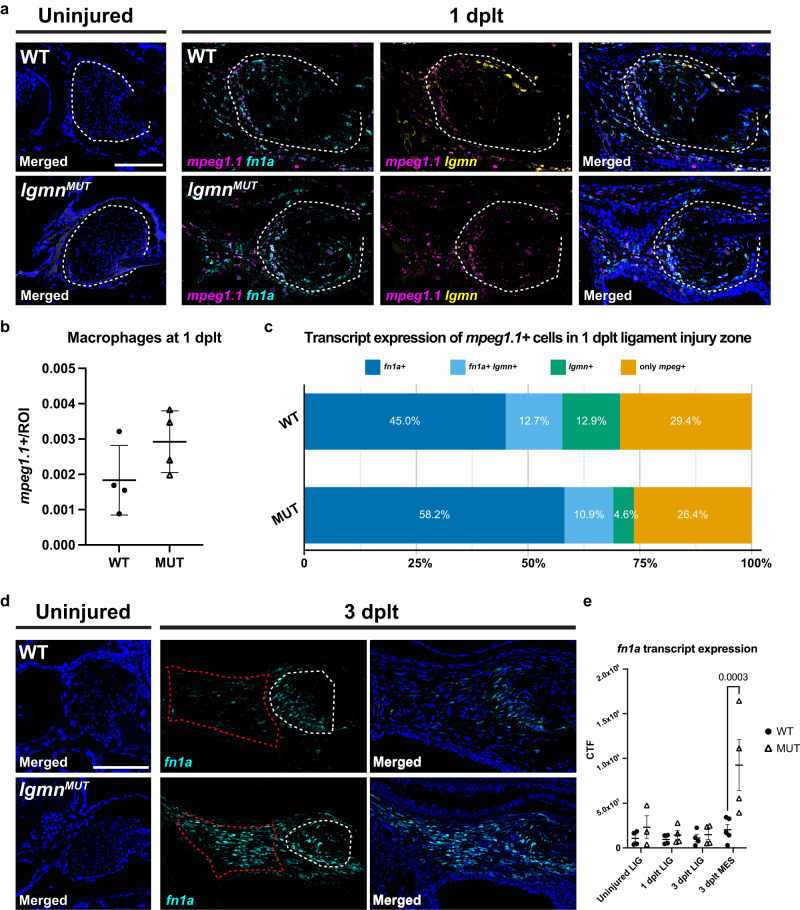
Abnormal expression of ECM factors in *lgmn* mutants. **a** Representative images of smFISH staining using *mpeg1.1* (magenta), *fn1a* (cyan), and *lgmn* (yellow) probes in IOM ligaments in wild type and *lgmn* mutants from uninjured and 1 dplt. **b** Number of *mpeg1.1+* macrophages at 1 dplt normalized to ROI area in wild type and *lgmn* mutants. **c** Proportion of *mpeg1.1+* cells that express *fn1a* and *lgmn*. ROI of area quantified in smFISH images is outlined with white dashed lines (**a**). **d** Representative images of smFISH staining using *fn1a* (cyan) probes in IOM ligaments in wild types and *lgmn* mutants from uninjured and 3 dplt. **e** Quantification of smFISH *fn1a* expression within the IOM ligament and regenerating mesenchyme. Region of interest for quantification is outlined with white dashed lines for the ligament and red dashed lines for regenerative mesenchyme (*n* = 3-5 per time point); error bar represents SEM, *p* = 0.0003. Scale bars = 100 μm (**a**, **d**).

Furthermore, we visualized the relationship between macrophages and proliferating fibroblasts at the injury site using immunofluorescence. Wild types and *lgmn* mutants with *Tg(mpeg1.1:eGFP)* were immunostained for eGFP and PCNA. At 1 dplt, we observed that ligamentocytes within the ligament stub re-enter the cell cycle without coincident macrophages (Supplementary Fig. 7, red arrowhead). By 3 dplt in wild types, we find that some proliferating cells are in direct contact with macrophages at the edge of the ligament stub, as well as throughout the mesenchyme domain (Supplementary Fig. 6a–c). However, we observe proliferating cells without coincident macrophages in both the ligament and regenerating mesenchyme domains. In *lgmn* mutants, while we observe similar numbers of *mpeg1.1:eGFP*+ cells as in wild type, we see a decrease in PCNA+ cells in the mesenchyme domain (Fig. 6b, Supplementary Fig. 7d). These data suggest that initial ligamentocyte cell cycle re-entry may be independent of crosstalk with macrophages and that *lgmn* is not required for macrophage homing to the injury site during ligament regeneration.

### ECM gene expression changes in the regenerative mesenchyme of *lgmn* mutants

Given the disorganization of the regenerated ligaments in *lgmn* mutants, we next assessed potential changes in ECM gene expression. In the uninjured IOM ligament of adult wild types and *lgmn* mutants, we detected very low expression of *fn1a* (Fig. 7d). At 1 dplt, we observed upregulation of *fn1a* expression in wild type and *lgmn* mutant macrophages, regenerative mesenchyme, and ligament tissue adjacent to the transection site. By 3 dplt, *fn1a* expression is spatially restricted in wild types, with highest expression at the transection site of the injured ligament and low expression throughout the adjacent regenerative mesenchyme domain (Fig. 7d). In *lgmn* mutants, we observe a loss of this spatially restricted expression of *fn1a*. Instead, we observe a significant increase in *fn1a* expression as well as an expansion of its expression domain in the ligament tissue and throughout the regenerative mesenchyme domain (Fig. 7d, e). Taken together, our data show that reduced mesenchymal proliferation and aberrant ECM gene expression are associated with the failure to properly regenerate the IOM ligament in *lgmn* mutants.

## Discussion

Here we show that the neural crest-derived IOM ligament in adult zebrafish can fully regenerate in one month following complete transection. Lineage tracing experiments show that regeneration is mediated in part by the dedifferentiation, proliferative expansion, and redifferentiation of mature ligamentocytes flanking the injury site. 

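Macrophages of transected joints carried more transcript of several matrix genes and of matrix proteases than macrophages of SHAM joints at 1 d. *vcanb*, a gene of the proteoglycan versican, was 37.6-fold (6.67 to 1491) higher at 1 dplt, and *spp1*, which encodes osteopontin, at least 21.6-fold (366 UMIs against 0). ECM glycoprotein genes had a median log2 ratio of 4.65 over 1 d SHAM, at percentile 99.98 of 10000 random lists of equal expression, with *vcanb*, *fn1a* and *ecm1b* as members. ECM proteases and inhibitors had a median of 1.75, above every random list. Against uninjured joints the glycoproteins kept their place (3.79, percentile 99.95), but the proteases did not (0.23, percentile 55.6). With the small number of members, each list median rests on a few genes. The glycoprotein medians are the values of *vcanb* over 1 d SHAM and of *fn1a* over uninjured joints. They repeat these single genes and are no separate support from a group of genes.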

Single-cell expression profiling further reveals dynamic changes in ECM composition during the regenerative process, mediated by both neural crest-derived mesenchyme and immune cells that home to the injury site. In particular, we identify Legumain as a key macrophage-secreted protease required for ECM remodeling, mesenchymal proliferation, and proper ligament regeneration (Fig. 8). These findings provide a paradigm for how cross-talk between the immune system and mesenchyme can promote scar-free regeneration of adult connective tissue.

**Fig. 8:**
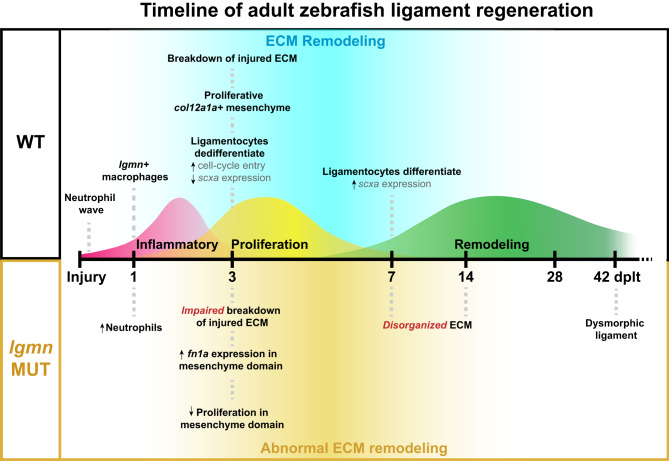
Adult zebrafish ligament regeneration timeline and major milestones. Schematic timeline of ligament regeneration in wild type and *lgmn* mutants detailing the key events that occur during the three phases of healing.

Zebrafish have emerged as a high-throughput model organism used in understanding the cellular and molecular mechanisms underlying the regeneration of diverse adult vertebrate organs^13,15,30^. Our zebrafish adult ligament regeneration model differs from mammalian connective tissue regeneration models, such as the neonatal Achilles tendon regeneration model in which tenocytes have retained proliferative potential from development^8^, and the periodontal ligament regeneration model, in which regeneration relies on a tooth-associated resident stem cell population^31^. In our model, we show that post-mitotic ligamentocytes in the adult jaw can dedifferentiate and re-enter the cell cycle after injury to fully regenerate the ligament. The concept of mature cells undergoing dedifferentiation and proliferation appears to be a common theme for adult zebrafish regeneration, as seen in cardiomyocytes during heart regeneration^32,33^ and in osteoblasts during fin bone regeneration^34^. However, as de novo osteoblasts also contribute to fin bone regeneration^35^, we cannot rule out that resident stem/progenitor cells may also contribute to ligament regeneration.

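No group of matrix genes stood out as higher in the mesenchyme of transected joints than in SHAM, and single genes went opposite ways. Genes of ECM glycoproteins had a median log2 ratio of −0.78 at 1 dplt over 1 d SHAM (percentile 0.670 of the random lists) and small leucine-rich proteoglycans one of −0.90 (0.650). The proteoglycan value lay within the random range in DsRed+ (−0.998, 2.61) and BFP+ cells alone (−0.16, 48.15) and in all neural crest derivatives (−0.545, 4.48), and that of the glycoproteins in BFP+ cells alone (−0.40, 7.47). At 3 d the glycoproteins stood at −0.06 (51.4) and the proteoglycans at −0.44 (2.73). Collagens had −0.38 (6.37; −0.70, 0.280, in BFP+ cells) at 1 d and −0.01 (60.4) at 3 d, and proteases and inhibitors −0.04 (19.3) and 0.13 (87.7; 0.665, 99.96, over uninjured joints). The ligament and tendon list was lower in both transection libraries, by medians of −0.60 (2.09; −0.01, 12.8, in DsRed+ cells alone) and −0.93 (0.0700; −0.38, 4.06, in all derivatives and −0.82, 2.87, over uninjured joints), but its genes went apart. *tnmd* was 1.90-fold higher (1.543 to 2.345) in 3 d SHAM than at 3 dplt and not told apart at 1 d (ratio 1.055, 0.392 to 3.55, from 5 UMIs in SHAM). *thbs4a* was 7.34-fold higher (1.23 to 299, from 1 UMI in SHAM) at 1 dplt than in SHAM and nearly level at 3 d (1.048). Against uninjured joints both genes were lower after transection, *tnmd* 3.94-fold (2.32 to 6.85) at 1 dplt and 2.04-fold (1.43 to 2.85) at 3 dplt, and *thbs4a* 4.68-fold (3.04 to 7.34) and 2.03-fold (1.54 to 2.63). The list stood at −1.56 (0.0400) at 1 d against uninjured joints. The ligament-like cluster, where *tnmd* and *thbs4a* were highest, held 7 cells of uninjured joints, 0 of 1 d SHAM and 2 of 1 dplt. At 3 d it held 36 (SHAM) and 24 (transection). The 1 d values thus turn on whether a few ligament cells were caught. Intervals from UMIs of so few cells are too narrow, and a loss of expression within ligament cells was not tested.

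Among glycoproteins *fn1b* was higher than SHAM on both days and *fn1a* at 1 d, while *postnb*, the gene of periostin, was 3.20-fold lower (2.40 to 4.245) at 1 dplt and 1.64-fold lower (1.48 to 1.81) at 3 dplt. *tnc*, the gene of tenascin C, was 2.37-fold lower (1.60 to 3.46) and 1.28-fold lower (1.098 to 1.49). Of the proteases and inhibitors *timp2b* was 20.0-fold higher (9.12 to 54.7) at 1 dplt, at 607 against 30.3 CPM, and *mmp9* at least 4.59-fold. *mmp9*, one of the neutrophil markers, stood higher in the epithelium too, at 37.4 CPM at 1 dplt and 3.97 in 1 d SHAM. The medians compare cell populations of different make-up and depth, so that a lower median may be a smaller share of mature fibroblasts.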

Our single-cell expression profiling reveals key changes in ECM composition in early stages of ligament regeneration. Coincident with loss of mature markers of ligamentocytes within ligament tissue adjacent to the transection site, histology reveals a rapid loss of the characteristic ligament ECM in a few days after injury. An intriguing possibility is that initial ECM remodeling facilitates the release and dedifferentiation of ligamentocytes to regenerate the ligament. At the same time, the regenerative mesenchyme bridge transiently acquires a distinct ECM signature including high levels of Type XII Collagen and Fibronectin 1, which is subsequently lost as ligamentocytes differentiate anew. These regenerative mesenchymal cells are also transcriptionally distinct from the αSMA-secreting myofibroblasts which comprise mammalian scar tissue^36,37^. 

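Cells with *col12a1a* transcript held more transcript of fibrous matrix genes than the other mesenchyme cells. Mesenchyme cells with a *col12a1a* UMI numbered 55 in uninjured joints, 24 in 1 d SHAM, 219 in 3 d SHAM, 112 at 1 dplt and 424 at 3 dplt. They were compared with those without one (85, 45, 457, 86 and 400) by edgeR quasi-likelihood with Benjamini-Hochberg adjustment over 2435 genes. The test called 102 genes, 57 higher and 45 lower. It called 24 without 3 dplt, 29 without 3 d SHAM, 2 with no condition block and 64 after thinning, and 180 without the expression filter and 309 in all neural crest derivatives. *tnmd* (log2 2.46, SE 0.285, adjusted p 0.000122), *ogna* (2.195, adjusted p 0.000183), *postnb* (1.65, 0.000218) and *col1a1a* (1.395, 5.59e-06) were higher in 5 of 5 conditions. So were *stc2a* (2.11), *col11a1b* (1.89) and *thbs1b* (1.68). *fn1b* was higher by 1.05 (adjusted p 0.0228, 4 of 5 conditions) and *fn1a* was not called (0.72, SE 0.298, adjusted p 0.226). *scxa* (ENSDARG00000035695), the gene of the tendon transcription factor Scleraxis, had 61 UMIs in these cells and 13 in the others, too few for the expression filter. Lower were *sost* (−1.74), *rspo1* (−1.42) and the chemokine gene *cxcl12a* (−0.73, adjusted p 0.00104).

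By list, 9 of 12 collagen genes were higher and 0 lower (11 adjusted over the list alone), 5 of 13 glycoprotein genes (6 alone), 4 of 8 leucine-rich proteoglycan genes with 1 lower, and 3 of 4 ligament and tendon genes. For ER folding 1 of 22 was higher (4 alone). For cytokines 1 of 8 was lower (2 alone), and for lysosomes 1 of 11 (*fabp11a*). Called in 0 cases by edgeR were ECM proteases (13 tested, 3 alone, 4 at unadjusted p<0.05, 1 by DESeq2), immediate early and heat shock genes (28, 7 at unadjusted p<0.05, 1 by DESeq2), TGF-beta genes (8, 2 and 0), glycolysis genes (10, 3 and 0), interferon genes (4, 0 and 0) and the only cell cycle gene (0 and 0).

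Of the fibronectin genes only *fn1a* was lower at 3 dplt than at 1 dplt, with a ratio of 0.610 (0.472 to 0.794). For *fn1b* it was 0.912 (0.827 to 1.007). Both ratios set libraries of different days against each other, so the day and a batch that goes with it cannot be told apart. The paper states that the mesenchyme of the bridge has high levels of type XII collagen and Fibronectin 1 for a time. In uninjured mesenchyme a *col12a1a* UMI was found in 39.3% of cells. Cells with and without it were not the same cell types. It was found in 94.3% of the *fmoda*+ dermal fibroblasts and 73.9% of the ligament-like and of the 3 d regenerative cells, but in 17.3% of the *cxcl12a*-rich stroma and 7.06% of the *prg4b*+ cluster. Genes such as *tnmd*, *ogna* and *fmoda* may therefore follow the cell type. Cells with a *col12a1a* UMI were also read more deeply, with a median of 4889 against 2932 UMIs at 3 dplt.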

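The smooth muscle actin gene *acta2* (ENSDARG00000045180) was no mark of mesenchyme with *col12a1a* over all conditions together. Between cells with and without *col12a1a* it was not called by edgeR (log2 −0.05, SE 0.362, adjusted p 0.976), nor was *tagln* (0.13, adjusted p 0.815). For *acta2* this value joins opposite directions. In cells with *col12a1a* it was higher at 1 dplt (395 against 113 CPM) and at 3 dplt (37.2 against 26.7). It was lower there in uninjured joints (195 against 374), 1 d SHAM (108 against 288.5) and 3 d SHAM (23.1 against 46.8). After thinning *acta2* was lower in the cells with *col12a1a* (−1.77, adjusted p 0.0335; over the alternatives 0.0335 to 1). Of 7 myofibroblast genes tested, edgeR called 0 (0 at unadjusted p<0.05 and 0 by DESeq2). Between conditions *acta2* stood at 303 CPM at 1 dplt and 212 in 1 d SHAM (ratio 1.425, 1.026 to 2.025), and at 33.2 CPM at 3 dplt and 38.4 in 3 d SHAM (0.866, 0.640 to 1.18). In uninjured mesenchyme it reached 293 CPM. *tagln* was 1.91-fold higher (1.59 to 2.304) at 1 dplt than in 1 d SHAM and nearly level at 3 d (ratio 0.971). Over uninjured joints its ratios were 1.13 (1.015 to 1.27) and 0.560 (0.506 to 0.621). The myofibroblast list had median log2 ratios of −0.265 at 1 d (percentile 21.7) and −0.25 at 3 d (19.95). It left the random range in BFP+ cells alone at 1 d (−1.33, 0.360) and over uninjured joints at 3 d (−1.115, 0.290). Most *acta2* belonged to the perivascular-like cluster, with 446 CPM. The paper states that these cells differ in their transcripts from the myofibroblasts of mammalian scars.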

Interestingly, fibroblasts expressing Type XII Collagen and Fibronectin 1 have also been implicated in heart and spinal cord regeneration in zebrafish, suggesting that a common ECM signature may facilitate scar-free repair across diverse types of organs^25,38^.

A key modulator of regeneration is the immune system. Neutrophils and macrophages have been shown to be essential for fin, spinal cord, and heart regeneration in zebrafish^39–42^. 

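Macrophages of transected joints had another transcript profile than those of SHAM joints at 1 d, with single genes far higher and genes of antigen presentation lower. *apoc1*, which encodes an apolipoprotein, had 403 UMIs at 1 dplt and 0 in 1 d SHAM (at least 23.8-fold). *fabp11a*, a fatty acid binding protein gene, was 42.9-fold higher (14.6 to 208.5) and *saa*, an acute phase gene, 78.5-fold (14.0 to 3108). Lysosome and phagocytosis genes had a median log2 ratio of 0.52, above all random lists, and MHC II genes one of −1.75 (percentile 0.130). The invariant chain genes *cd74a* and *cd74b* were 3.75-fold (3.50 to 4.01) and 3.37-fold lower. Against uninjured joints MHC II was lower too (−2.065, percentile 0.170), but lysosome genes were not higher (−0.20, 10.1).

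Immediate early and heat shock genes stood lower than in SHAM (−0.65, below all random lists) but not than in uninjured joints (−0.03, percentile 37.55). Cytokines had −0.40 (2.66), interferon genes −0.365 (11.5), TGF-beta genes −0.16 (32.1), glycolysis 0.40 (91.1) and ER folding −0.34 (6.82). Each of these values compares macrophages almost all from 1 BFP+ library with those of another, and heat shock genes in particular answer to dissociation.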

Here we used single-cell expression profiling and in vivo imaging to reveal successive waves of neutrophil and macrophage recruitment to the injury site, as well as injury-induced transcriptional changes in macrophages that accompany ligament regeneration. 

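Per transcript counted, *fn1a* stood at 147 CPM (118 to 182) in macrophages of 1 dplt and at 97.4 (77.7 to 121) in the mesenchyme of the same joints. These intervals overlap, and most of the mesenchyme came from the DsRed+ library but 106 of the 108 macrophages from the BFP+ one. The 1 d regenerative cluster had 229.6 CPM over all conditions, but *fn1a* was among the markers that picked it. Among macrophages of 3 dplt 1 cell of 8 had a *fn1a* UMI. Over uninjured macrophages the excess at 1 dplt was at least 2.29-fold. The paper states that macrophages raise Fibronectin 1 strongly early in repair and proposes that they shape the matrix together with the mesenchyme. Free RNA from mesenchyme cannot be ruled out for single cells, although neutrophils of the same libraries hardly carried it.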

Macrophages strongly upregulate Fibronectin 1 expression during early phases of ligament repair, and an analogous role for macrophages in collagen deposition has been described for heart regeneration^40^. Thus, mesenchymal and immune cells may cooperate to build an ECM environment conducive to regeneration.

We found *lgmn* to be strongly expressed in macrophages recruited to the injured ligament, with loss of *lgmn* preventing proper ligament regeneration. Whereas Legumain has been shown to be critical for the resolution of fibrosis after murine myocardial infarction and obstructive nephropathy^43,44^, its role in regeneration had not been previously explored. In zebrafish *lgmn* mutants, we observed a delay in resorbing ligament tissue immediately adjacent to the injury site and a subsequent failure to regenerate an integrated and properly aligned ligament. These histological defects were accompanied by decreased mesenchymal proliferation and a failure to regulate the spatially restricted expression of *fn1a* during later phases of regeneration. We found that *mpeg1.1*+ macrophages and *col12a1a+* regenerative mesenchyme were sources of *fn1a* expression in both wild types and *lgmn* mutants. Our finding that *lgmn* mutants have increased numbers of neutrophils present in the injury site at 1 dplt could be due to the recruitment of a larger wave of neutrophils after injury. Alternatively, dysregulated crosstalk between neutrophils and macrophages in *lgmn* mutants throughout the course of healing could drive abnormal persistence of neutrophils. Our investigation into the role of macrophages in regulating proliferation revealed that initial ligamentocyte cell-cycle re-entry is independent of macrophage crosstalk in both wild types and *lgmn* mutants. In contrast, some of the later proliferating cells in the regenerating mesenchyme domain were in close contact with macrophages. Due to the highly motile nature of macrophages, we cannot define a direct relationship between macrophages and all proliferating fibroblasts in histological sections. The decreased levels of proliferation in the mesenchyme domain in *lgmn* mutants indicate that cross-talk between immune cells and mesenchymal cells is potentially important to regulate proliferation of mesenchymal progenitors for ligament regeneration.

The targets of the Legumain protease in our system remain unknown. Legumain is known to cleave and activate Mmp-2, which belongs to the family of metalloproteases known to break down collagen ECM^20^. One possibility then is that Legumain may function to initiate resorption of adjacent ligament tissue, thus releasing ligamentocytes to participate in the repair process. Legumain has also been shown to degrade fibronectin^45,46^, and thus could function later to break down the transient fibronectin-rich ECM of the regenerative mesenchyme bridge, in combination with negative regulation of *fn1a* expression. It is also possible that Legumain works in a protease-independent manner through activation of integrin αvβ3^47,48^ or αvβ1^49^. Future work will be needed to determine the relationship of ECM remodeling to transcriptional and proliferative changes of ligamentocytes and mesenchymal cells. It will also be interesting to assess potential roles of Legumain on immune cells themselves, as well as the extent to which Legumain is required in macrophages versus other cell types. In the future, a comparison of scar-free ligament regeneration in zebrafish with imperfect healing in mammals may reveal new cellular and molecular targets for therapies aimed at alleviating the substantial clinical and societal burden posed by ligament injuries.

## Methods

### Zebrafish lines

The Institutional Animal Care and Use Committees of Columbia University and the University of Southern California approved all zebrafish experiments. Published Zebrafish lines used in this study include *AB, Tübingen, lgmn*^*sa22350*^^50^*, Tg(scxa:mCherry)*^51^*, Tg(actab2:loxP-BFP-STOP-loxP-dsRed)sd27*^52^*, Tg(Mmu.Sox10-Mmu.Fos:Cre)zf384*^53^*, Tg(mpx:mCherry)uwm7*^54^, and *Tg(mpeg1:EGFP)gl22*^55^. Embryos were raised in a methylene blue salt solution at 28.5 °C. Juvenile and adult fish were housed in groups of 15-30 individuals. All surgical injuries were performed in size-matched 3-6 months post fertilization (mpf) adult zebrafish using standard body length (SL) measurements.

*lgmn*^*sa22350*^ mutant allele containing a G > T point mutation resulting in a premature stop codon was used to generate homozygous *lgmn* mutants (referred to as *lgmn*^*MUT*^). Zebrafish were genotyped by PCR with primers flanking intron 1 (*lgmn* forward primer: AGATCTTATGATCCCAGATCCAATGACT) and end of exon 2 (*lgmn* reverse primer: GGTGAGAAAATGAAACCCGAAACTAGTCT). The 500 bp PCR product was digested with NspI (New England Biolabs, R0602L) that recognizes a RCATG/Y cut site only present in mutants. Mutant alleles were then identified by presence of the cleaved 358 bp and 142 bp bands.

### Generation of *thbs4a_p1* transgenic zebrafish lines

The *Tg(thbs4a_p1:CreERT2)el913* and *Tg(thbs4a_p1:eGFP)el912* alleles were generated using Gateway cloning and Tol2 transgenesis. p5E plasmid including the 635 bp *thbs4a_p1* enhancer and minimal *E1B* promoter sequence was generated using synthesized gBlock DNA (IDT) in a BP cloning reaction (see Supplementary Methods 1 for *thbs4a_p1* gBlock sequence). The *thbs4a_p1*:eGFP transgene was generated by combining p5E-*thbs4a_p1:E1B*, pME-eGFP, p3E-polyA, and pDestTol2AB2. The *thbs4a_p1*:CreERT2 transgene was generated by combining p5E-*thbs4a_p1:E1B*, pME-CreERT2, p3E-polyA, and pDestTol2CG2. Transgenes were injected into one-cell stage zebrafish embryos at 30 ng/ul plasmid DNA with 50 ng/ul Tol2 mRNA. Injected F0 animals were raised to adulthood and outcrossed to *Tübingen* or *Tg(actab2:loxP-BFP-STOP-loxP-dsRed)sd27* animals. F1 founders were screened for the presence of eye CFP (*thbs4a_p1*:eGFP) or heart GFP and successful 4-OHT conversion in progeny (*thbs4a_p1*:CreERT2), respectively.

### Adult ligament transection surgery

Interopercular-mandibular (IOM) ligament transection surgery was adapted from Smeeton et al.^18^. Briefly, adult zebrafish were anesthetized with Tricaine MS-222 and restrained in a damp sponge. Using 3-mm Vannas spring scissors (Fine Science Tools, cat. #1500000), the IOM ligament was severed with a single cut and a pull test performed on the IOP bone to confirm transection. Fish were then revived in clean system water, housed on-system, and received daily post-operative health checks for three days. At experimental endpoints, zebrafish were euthanized using a lethal dose of Tricaine MS-222 with rapid chilling on ice.

### Histology, in situ hybridization, and immunohistochemistry

Adult zebrafish samples were fixed in 4% PFA at 4 °C overnight. Following fixation, samples were washed twice for 30 minutes in 1xPBS and cut to facilitate embedding and sectioning of the head. Samples were decalcified in 0.5 M EDTA solution for 10 days rocking at room temperature. For embedding, the tissue was dehydrated in 20 min increments with a series of ethanol dilutions (30, 50, 70, 95, and 100%). The water was then replaced with Hemo-De Xylene Substitute (Electron Microscopy Sciences, 23412-01) in a series (50% Hemo-De/EtOH, 75% Hemo-De/EtOH, 100% Hemo-De) of 15 min washes. Then the samples were incubated in a 1:1 Hemo-De:Paraffin solution at 65 °C for an hour before overnight incubation in 100% paraffin at 65 °C. Samples were then embedded in freshly melted paraffin. Paraffin sectioning was performed using Thermo HM355S automatic microtome to collect 5 μm sections.

For AFOG staining, 5μm paraffin sections were deparaffinized with Hemo-De and re-hydrated through an ethanol series (100, 90, 70, 50, 0) diluted with water. Sections were then fixed in 4% PFA for 5 min at RT, then washed 3x for 5 min with 1xPBS and then washed 1x for 5 min in water. Following washes, samples were incubated in Bouin’s solution (Sigma-Aldrich, HT10132) that was preheated to 60 °C for 2-hours and cooled to room temperature for another hour. Slides were then washed 5-6x for 5 min with water and then rinsed in 1% Phosphomolybdic acid (Sigma-Aldrich, HT153) for 10 min and rinsed in water for 5 min. Slides were then incubated in AFOG staining solution (0.5% aniline blue, 1% orange-G, and 1.5% acid fuchsin, pH 1.09; Sigma-Aldrich, 415049, O3756, F8129) for 7 min at RT and then rinsed 1x for 2 min with water. Samples were dehydrated with a series of ethanol dilutions (75, 90, 100%) and 1x in Hemo-De for 5 min before mounted with Cytoseal (Epredia, 23-244256).

For Toluidine Blue/Fast Green staining, zebrafish tissue was fixed and paraffin-embedded according to the aforementioned paraffin embedding protocol. Paraffin blocks were sectioned using HM 355 S automated microtome and MX35 microtome blades at 5μm. Sections were floated in DEPC-treated water (Sigma-Aldrich, D5758) in a waterbath and collected onto Leica adhesive slides, then allowed to air dry at room temperature at least overnight. Slides were then processed for toluidine blue staining with the following procedure: two 5-minute washes in xylene substitute Hemo-De, two 1-minute washes in 100% ethanol; serial washes (90%, 70%, and 50%) in EtOH/H2O for 1 minute per wash; and three 1-minute washes in tap water. Slides were then placed in 0.04% toluidine blue solution (0.08 g toluidine blue in 200 mL of 0.1 M sodium acetate, pH 4.0; Sigma-Aldrich, 89640) for 10 minutes, followed by three 1-minute washes in tap water. Slides were then placed in 0.1% fast green solution (0.2 g fast green in 200 mL water; Fisher Scientific, BP123-10) for 3 minutes, followed by three 1-minute washes in tap water. Stained slides were then given two 1-minute washes in 100% isopropanol and two 1-minute washes in Hemo-De. Lastly, coverslips were mounted on the slides using CytoSeal and allowed to air dry for 30 minutes to overnight.

### Tissue clearing

CUBIC tissue clearing protocol was adapted from (Susaki et al. ^56^) for use with zebrafish. Whole adult zebrafish were fixed overnight in the dark at 4 °C in 4% PFA. Tissue was then washed twice in PBS for at least 30 minutes per wash and heads were separated from the trunk of the body. At a ratio of 5 zebrafish heads per 50 mL of solution, tissue was incubated in the dark at 37 °C in CUBIC-1 solution with gentle rocking for at least 3 days. Tissue was then transferred to new CUBIC-1 to incubate until tissue was transparent and iridophores were cleared (2-4 days). Tissue was then washed twice in PBS for at least 30 minutes per wash, then immersed in 20% sucrose in PBS at room temperature until tissue was no longer floating in solution and once again opaque, 2 hours to overnight. Lastly, the tissue was immersed in CUBIC-2 solution and incubated in the dark at room temperature with gentle rocking for at least 1 day before imaging. Fluorescent microscopy images were captured using a Leica SP8 confocal microscope and processed in Fiji. CUBIC-1 was prepared as a mixture of 25 wt% urea, 25 wt% N,N,N’,N’-tetrakis(2-hydroxypropyl) ethylenediamine (Fisher Scientific, AAL16280AP) and 15 wt% Triton X-100. To minimize water evaporation, solution was prepared with heat not exceeding 100 °C and inside bottles with caps just screwed on. Deionized water was heated prior to the addition of urea. Once urea was dissolved and the solution was no longer cold, N,N,N’,N’-Tetrakis(2-hydroxypropyl)ethylenediamine was mixed until homogenous. Solution was removed from heat and allowed to cool to room temperature, then Triton-X-100 was added with gentle stirring to minimize the production of bubbles. CUBIC-1 solution was stored in the dark at room temperature and used within 1 week.

CUBIC-2 was prepared as a mixture of 50 wt% sucrose, 25 wt% urea, 10 wt% 2,2′,2′’-nitrilotriethanol (Fisher Scientific, AAL044860E), and 0.1% (v/v) Triton X-100. To minimize water evaporation, solution was prepared with heat not exceeding 100 °C and inside bottles with caps just screwed on. Deionized water was heated prior to the addition of urea. Once urea was dissolved and the solution was no longer cold, 2,2′,2′′-Nitrilotriethanol was mixed until homogenous. Sucrose was mixed with continued heat until the solution was clear with a pale yellow tint. Solution was removed from heat and allowed to cool to room temperature, then Triton-X-100 was added with gentle stirring to minimize the production of bubbles. CUBIC-2 solution was stored in the dark at room temperature and used within 1 week.

### Immunofluorescence and smFISH

We collected 5μm formalin-fixed paraffin-embedded (FFPE) tissue sections. For immunofluorescence, sections were deparaffinized with Hemo-De and rehydrated through an ethanol series, then subjected to antigen retrieval in sodium citrate buffer, blocked with Agilent Dako protein block (cat. X090930-2), and incubated with primary antibody (PCNA, 1:1000; Sigma-Aldrich, P8825) (mCherry [used to detect DsRed], 1:200; Novus, NBP2-25157SS) (Mpx, 1:200; GeneTex, GTX128379), (eGFP 1:200; OriGene, TP401) overnight at 4 °C, washed, and incubated with secondary antibody (1:500; Invitrogen, PIA32727). TUNEL staining was performed as per manufacturer’s instructions using the Apoptag Fluorescein In Situ Apoptosis Detection Kit (Millipore Sigma, S7110). Slides were mounted and counterstained with Fluoromount-G + DAPI (Southern Biotech, 0100-20). Single-molecule fluorescence in situ hybridization was performed on 5μm FFPE sections according to manufacturer guidelines using RNAScope Multiplex Fluorescent Reagent Kit v2 Assay (ACD Bio). Slides were treated with 1x Target Retrieval Reagent for 4 min in a steamer. RNAScope probes used were Dr-acta2 (508581-C4), Dr-col12a1a (556481-C2), DsRed-C2 (481361-C2), Dr-fn1a (1097911-C1), Dr-scxa (564451), Dr-lgmn (1003381-C2), Dr-mpeg1.1 (536171-C3), and Dr-thbs4a (812151) from ACD Bio. Opal 520, 570, and 690 fluorophores were used to visualize expression (1:1,000; Akoya Biosciences, cat. #FP1487001KT, #FP1488001KT, and #FP1497001KT). Sections were counterstained and mounted with Fluoromount-G + DAPI.

### Drug treatments

Adult *thbs4a_p1:CreERT2* zebrafish lines were converted with three 5 µM (Z)-4-Hydroxytamoxifen, ≥98% Z isomer (Sigma-Aldrich, H7904) overnight treatments in the dark. Following drug treatment, adults were screened for conversion using Leica M165FC stereo microscope and then washed 2 ×1 hour in system water before being re-housed on-system.

### Single-cell RNA sequencing

Ligament transection (*n* = 22 joints per 1 dplt and 3 dplt time points), sham surgery (*n* = 22 joints per 1 d and 3 d time point) was performed on size-matched *Sox10Cre;actb2:loxP-BFP-loxP-DsRed* fish at 3-4 mpf. The jaw joint region of each fish and uninjured control (25 joints) was microdissected and incubated in protease solution [0.25% trypsin (Life Technologies, 15090–046), 1 mM EDTA, and 400 mg/ml collagenase D (Sigma-Aldrich, 11088882001) in PBS] with mechanical dissociation by nutation and agitation with a P1000 pipette every 5 min for 1 h at 28 °C. Cells were FACS sorted and immediately processed to create single-cell RNA Sequencing libraries using the Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10X Genomics), according to the manufacturer’s recommendations. To determine cell count, libraries were sequenced at the CHLA Center for Personalized Medicine Genomics Core using a MiSeq Nano v2 (Illumina, San Diego, CA) with 26 bp sequencing for Read1, 8 bp sequencing for Index1, and 120 bp sequencing for Read2. Libraries were pooled for even coverage per cell and were sequenced at the CHLA Center for Personalized Medicine Molecular Genomics Core on the NextSeq 550 (Illumina, San Diego, CA) with 26 bp sequencing for Read1, 8 bp sequencing for Index1, and 120 bp sequencing for Read2. All samples were sequenced to an average read depth of greater than 130,000 reads per cell. CellRanger v3.0.0 (10X Genomics) was used with default parameters for alignment to GRCz11 to generate gene-by-cell count matrices.

Analyses of scRNAseq libraries were performed using R version 4.0.5 in RStudio with Seurat version 4.0.2. CellRanger output for all samples were converted to Seurat objects and merged, then filtered for cells with between 400 and 1,900 unique features per cell, with under 5% mitochondrial RNA detected per cell to remove low-quality cells, doublets, or dying cells. Data were log-normalized before selecting 2,000 variable features, then scaled using all features expressed in at least 3 cells. Linear dimensional reduction was then performed using principal component analysis to compute 80 principal components. Statistical significance for each principal component was determined with a jackstraw permutation, which identified 68 significant principal components (*p* < 0.05). Principal components 1-68 were used for K-nearest-neighbor graph construction (KNN). Clustering was performed at low resolution (r = 0.02) to identify broad superclusters for downstream analysis (Fig. 2a, b). Clusters and gene expression were graphed using UMAP-non-linear dimensional reduction to preserve global variability.

Analysis of scRNAseq data from neural crest-derived cells were performed by subsetting and merging the superclusters containing cells from the DsRed-enriched samples (Fig. 3c). Using the unprocessed data from these cells, gene expression data were again processed with log-normalization, feature selection, and feature scaling. Linear dimensional reduction was then performed using principal component analysis to identify 50 principal components, of which 38 were deemed significant using a jackstraw (*p* < 0.05). Principal components 1-38 were used for KNN and graphed using UMAP-non-linear dimensional reduction before clustering at r = 0.95. Cluster 13, which showed uncharacteristically high unique feature counts and markers for epithelial cells (*epcam*, *cdh1*), were excluded as a likely doublet cluster. Markers for each cluster were identified with function FindAllMarkers using a Wilcoxon Rank Sum test for features expressed in at least 10% of the cluster and a minimum of 0.2 log-fold-change higher expression than the other cells in the neural crest-derived superclusters.

Analysis of scRNAseq data from immune cells were performed by subsetting and merging the superclusters Immune 1 and Immune 2 (Fig. 3b). Using the unprocessed data from these cells, gene expression data were again processed with log-normalization, feature selection, and feature scaling. Principal components 1-50 were used for KNN and graphed using UMAP-non-linear dimensional reduction before clustering at r = 0.9. Markers for each cluster were identified with the function FindAllMarkers using a Wilcoxon Rank Sum test for features expressed in at least 10% of the cluster and a minimum of 0.25 log-fold-change higher expression than the other cells in the immune superclusters.

### Imaging

Images of histological sections were captured using a Keyence BZ-X810 microscope and software, then processed in Fiji. Live imaging was performed using a Leica M165FC stereo microscope with Leica K5 sCMOS camera and LASX software v3.7.4.23463. Fluorescence imaging was performed using a Leica SP8 confocal microscope with LASX software v3.5.7.23225. The 3-D projections of *mpeg1.1:eGFP+* macrophages and PCNA+ cells were generated from z-stacks obtained from 63x confocal imaging using the LASX-3D software v3.5.7.23225.

### Quantification and statistical analysis

Proliferation was quantified as a percentage PCNA+ cells of total DAPI+ cells in a region of interest (ROI) in the uninjured ligament domain, ligament stub domain, or regenerative mesenchyme domain and scored by an observer blinded to treatment and/or genotype. Wild type and *lgmn* mutant PCNA staining and quantification were performed concurrently and wild type quantification is shown both in Fig. 2f and as wild-type controls in Fig. 6d. ImageJ was used to quantify *fn1a* expression levels from smFISH images. Ligament domains and mesenchyme domains were drawn based on regional nuclear morphology in the tissue section. To calculate the corrected total fluorescence, an ROI was drawn to measure the integrated density for each channel using the same ROI for each channel. To account for tissue autofluorescence and background signal, 3 background regions of each image were measured, and the average mean gray value was calculated. To calculate the corrected total fluorescence (CTF), we used the following formula CTF = Integrated Density-(area of ROI*background mean). ImageJ was used on smFISH images to quantify the proportion of *mpeg1.1*+ cells that were also positive for *fn1a* and/or *lgmn* that surrounded the ligament stub by a blinded observer. The ROI for quantification was drawn to include 2-3 cell layers most proximal to the ligament stub excluding skin cells. ImageJ was used to quantify the number of Mpx+ cells by a blinded observer. The region of interest for quantification of Mpx+ cells was drawn to include the entire injury area.

All statistical analysis was carried out using GraphPad Prism 9. Proliferation in wild type animals was performed by ordinary 1-way ANOVA with Tukey’s multiple comparison test. Comparison of wild type to *lgmn* mutant proliferation, TUNEL, and *fn1a* transcript expression were each performed by 2-way ANOVA with Šídák’s multiple comparisons test. Comparison of wild type to *lgmn* mutant Mpx+/ROI was performed by 2-way ANOVA with Tukey’s multiple comparisons test. Comparison of wild type and *lgmn* mutant macrophage expression of *fn1a* and/or *lgmn*, and *mpeg1.1:eGFP+* cell abundance were performed with Student’s T-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Reporting Summary

Supplementary Video 1

Supplementary Video 2

Supplementary Video 3

Supplementary Video 4

## Data Availability

Raw and processed scRNA sequencing files have been deposited in GEO and can be retrieved using accession number GSE224197. All other raw data, transgenic zebrafish lines, and/or materials from this study are available from the corresponding author (JS) upon request.

## Code availability

Code to analyze single-cell sequencing data used publicly available software (R v4.0.5, Seurat v4.0.2, dplyr v1.0.10. ggplot v3.3.6, Matrix v1.5-3, patchwork v1.1.2) and is available from the corresponding author (JS) upon request.

# Supplementary material for: Ligament injury in adult zebrafish triggers ECM remodeling and cell dedifferentiation for scar-free regeneration
**Source:** NPJ Regen Med. 2023 Sep 19;8:51. doi: 10.1038/s41536-023-00329-9
**Supplement:** Supplementary file 1 — Supplementary Information

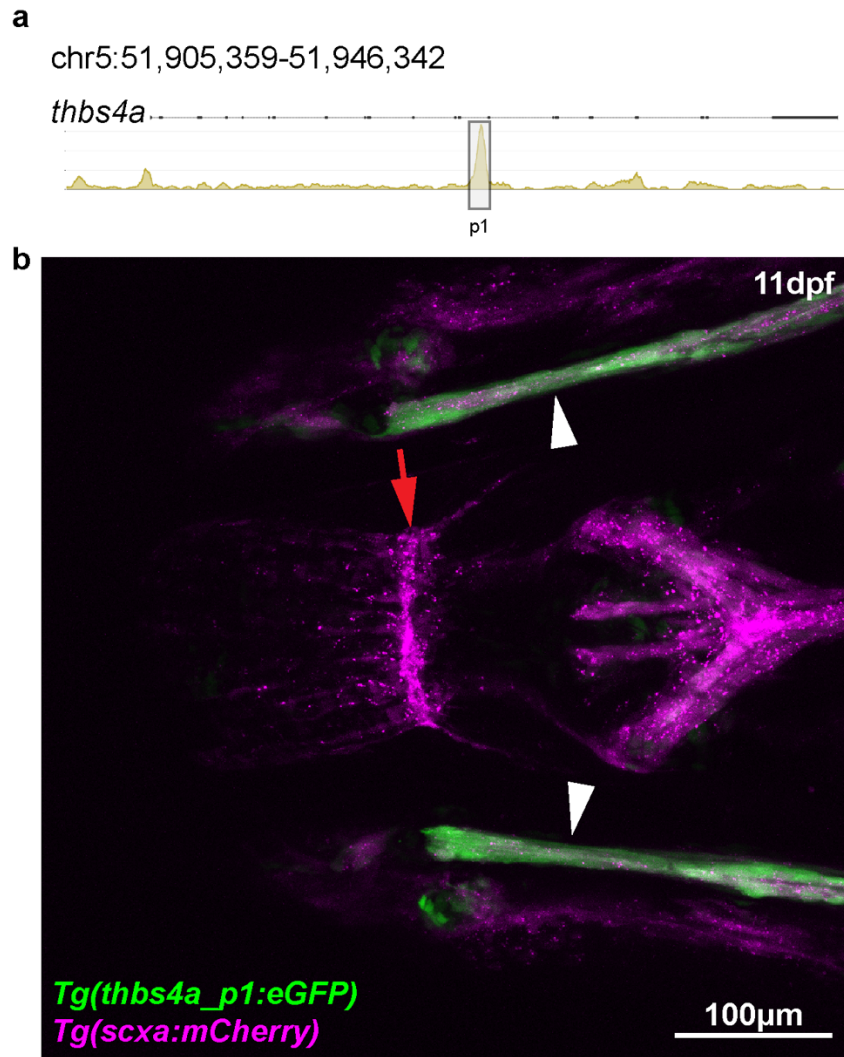

Supplementary Figure 1. Identification of *thbs4a_p1* enhancer and the developmental expression of *thbs4a_p1:eGFP* and *scxa:mCherry* in 11dpf embryos.

(a) Zebrafish *thbs4a* locus within Chromosome 5 with scATACseq track of chromatin accessibility in cranial neural crest-lineage ligament/tendon cell cluster shown below in gold. The *thbs4a_p1* intronic enhancer sequence location and increased ATAC accessibility is outlined in the p1 box. (b) Representative images of WT transgenic *Tg(thbs4a_p1:eGFP/scxa:mCherry)* zebrafish at 11 days post fertilization (dpf). Red arrows denote the midline tendon that is single positive for *scxa:mCherry* expression. White arrowheads denote double positive

thbs4a_p1:eGFP/scxa:mCherry signal in the bilateral IOM ligaments. *thbs4a_p1:eGFP* expression in the craniofacial region is limited to ligament cells and articular cartilage in the developing lower jaw joint (n=3). Scale bar= 100 μ m.

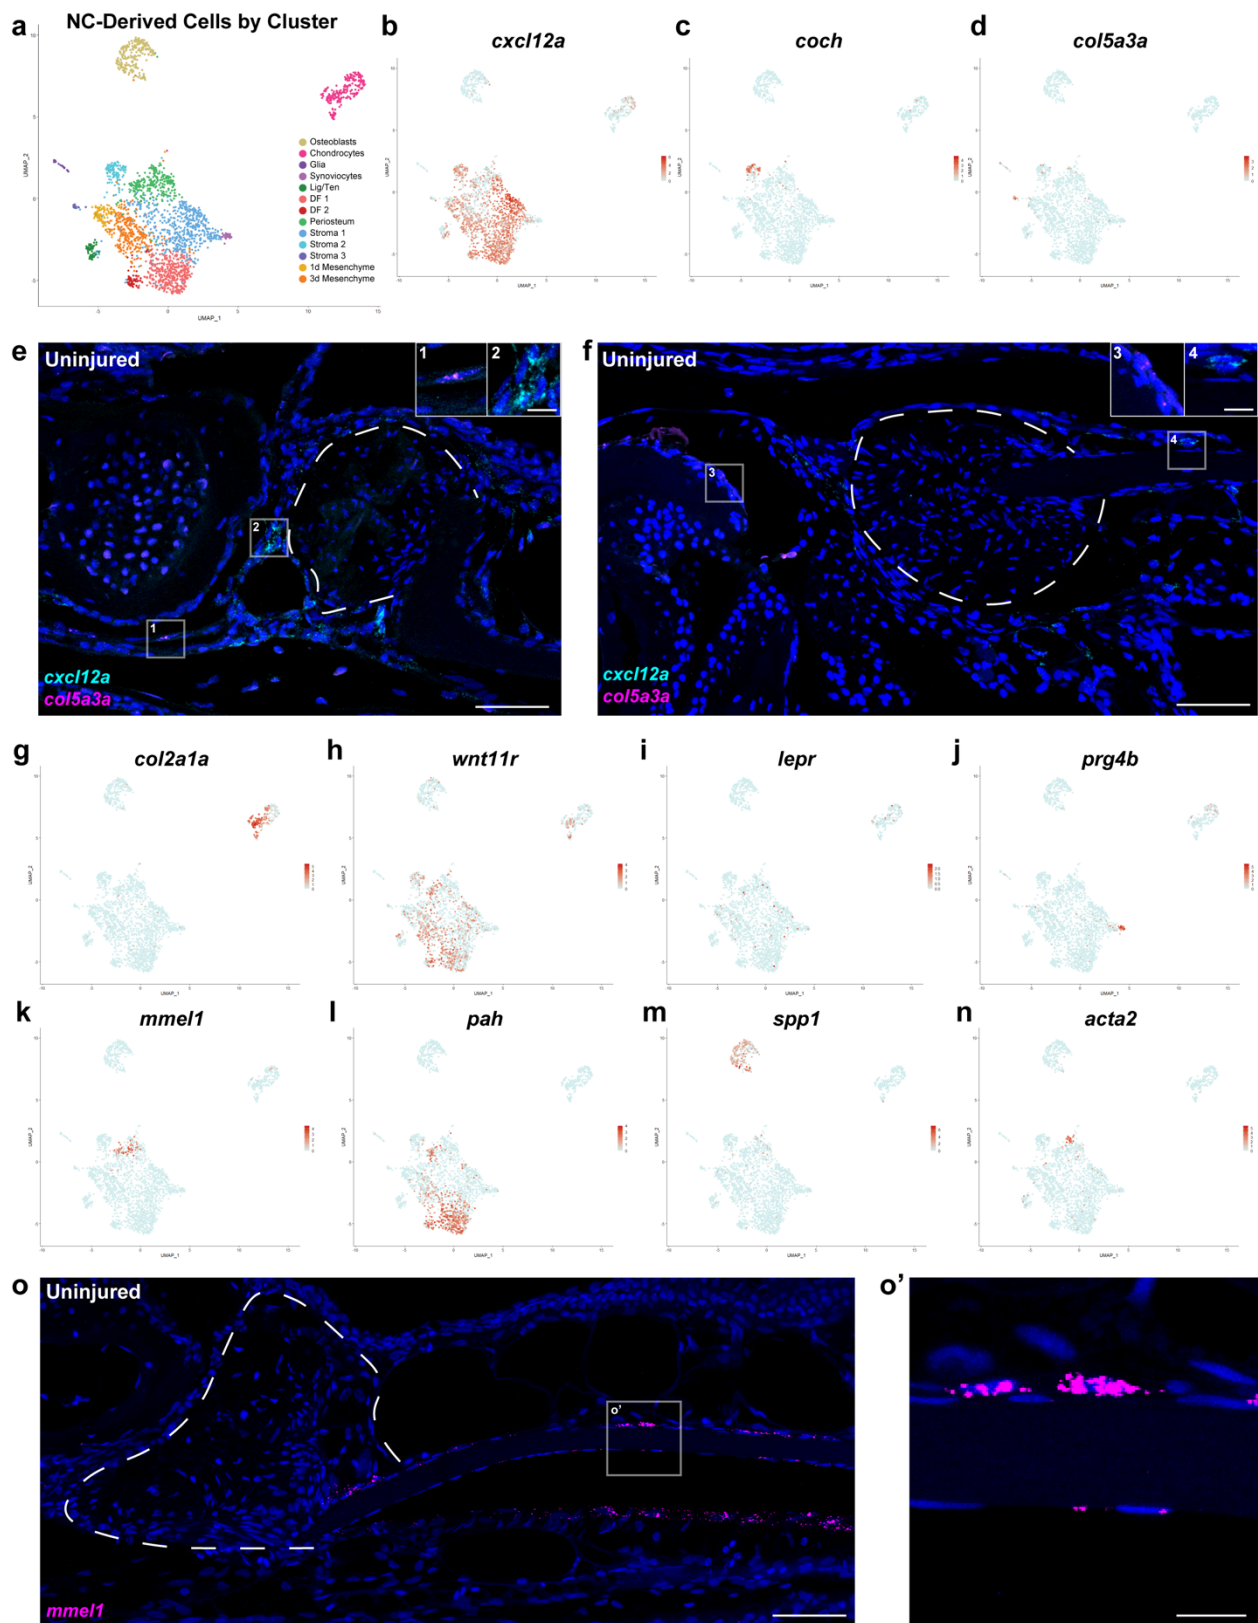

Supplementary Figure 2. scRNAseq and smFISH characterization of tissue heterogeneity in adult zebrafish joints.

(a) UMAP illustrating clustering of neural crest-derived cells in early ligament regeneration. **(b-d)** FeaturePlots representing the expression of markers for clusters Stroma 1 (*cxcl12a*), Stroma 2 (*coch*), and Stroma 3 (*col5a3*). **(e-f)** RNAscope smFISH for *cxcl12a* (cyan) and *col5a3* (magenta) near uninjured ligament (white dashed line) (n=3). **(g-j)** FeaturePlots showing the expression of published markers of deep (*col2a1a*, *wnt11r*), intermediate (*lepr*), and shallow (*prg4b*) articular chondrocytes. **(k-n)** FeaturePlots illustrating markers of subsets of the Periosteum cluster, containing subsets of periosteum (*mmell*) resembling dermal fibroblasts (*pah*) or pre-osteoblasts (*spp1*), as well as perivascular cells (*acta2*). **(o-o')** RNAscope smFISH demonstrating *mmell* transcripts (magenta) in periosteal cells lining the IOP bone (n=3). 

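Single genes marked several further clusters of the neural crest derivatives. The chemokine gene *cxcl12a* was richest in a stromal cluster of 382 cells (5148 CPM, 89.3% of cells), *coch* in one of 103 (1258 CPM, 64.1%), and *col5a3a* in the unnamed cluster (153 CPM, 20.0%). *pah*, which encodes phenylalanine hydroxylase, marked the dermal fibroblasts (689 CPM, 74.1%, and 805 CPM in the *fmoda*+ cluster). Next came the perivascular-like cells (162 CPM, 18.1% of cells). There *mmel1* was found in 22.4% (305.5 CPM). *spp1* was a gene of osteoblasts (3034 CPM, 78.3%) with little in the perivascular-like cells (62.1 CPM). In chondrocytes *wnt11r* stood at 133 CPM, lower than in 6 other clusters such as the *fmoda*+ fibroblasts (764 CPM), with *lepr* at 14.7 CPM and *prg4b* at 46.05 CPM.

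Some of these genes were lower after transection than in SHAM. In NC-derived mesenchyme *cxcl12a* was 2.25-fold lower (2.05 to 2.47) at 1 dplt and 1.77-fold lower (1.70 to 1.84) at 3 dplt than in SHAM. *pah* was 8.64-fold and 2.24-fold lower, *coch* 8.53-fold lower at 1 dplt and *prg4b* 4.295-fold lower at 3 dplt. Against uninjured joints, of these 4 genes only *cxcl12a* and *pah* were lower as well, since *coch* and *prg4b* had 2 UMIs each there. These ratios follow the share of each population among the caught cells as well as expression within it.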

Scale bar = 50 μ m (e,f,o), 10 μ m (o').

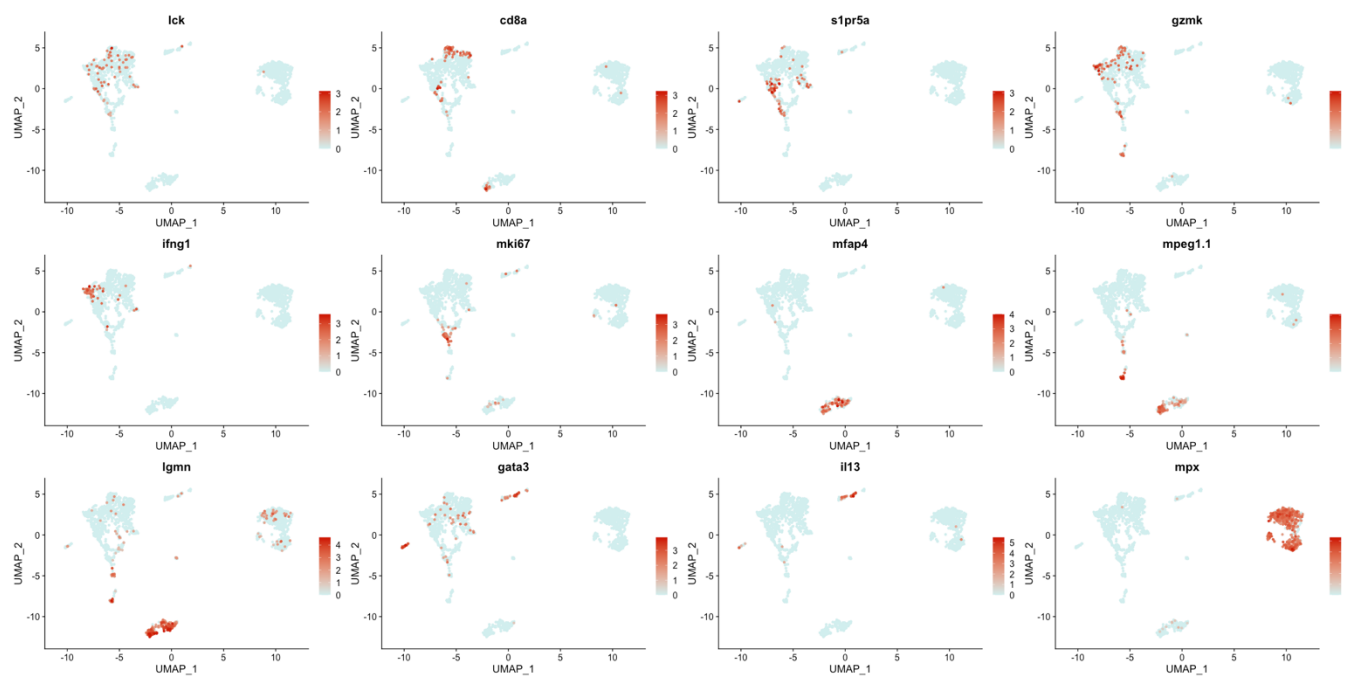

Supplementary Figure 3. scRNAseq feature plot expression for cluster-defining genes in immune populations.

Feature plots of mRNA expression of immune cluster marker genes.

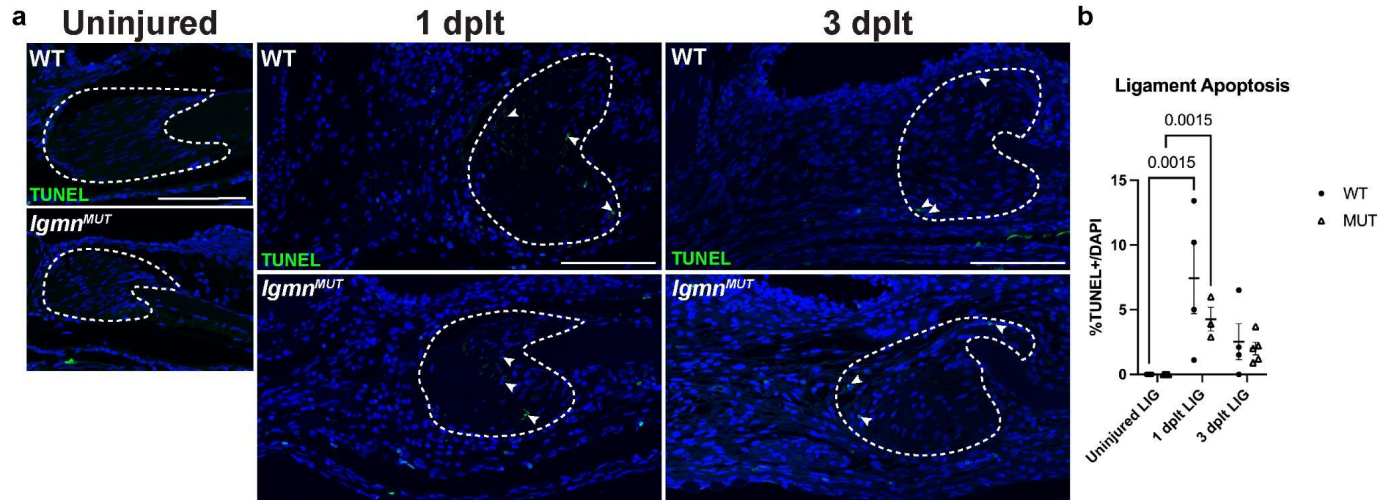

Supplementary Figure 4. Apoptosis of ligament cells following transection injury.

(a) Representative images of TUNEL staining in uninjured, 1 dplt, 3 dplt wildtype and *lgmn* mutants. Ligament region of interest for quantification is outlined in white dashed lines. Representative TUNEL positive nuclei indicated by white arrowheads. **(b)** Quantification of TUNEL positive ligament cells as a percentage of total DAPI+ nuclei in the region of interest shows increased ligament cell apoptosis in both wildtype and *lgmn* mutants at 1 dplt (n=3-5 per time point per genotype). Scale bars= 100 μ m.

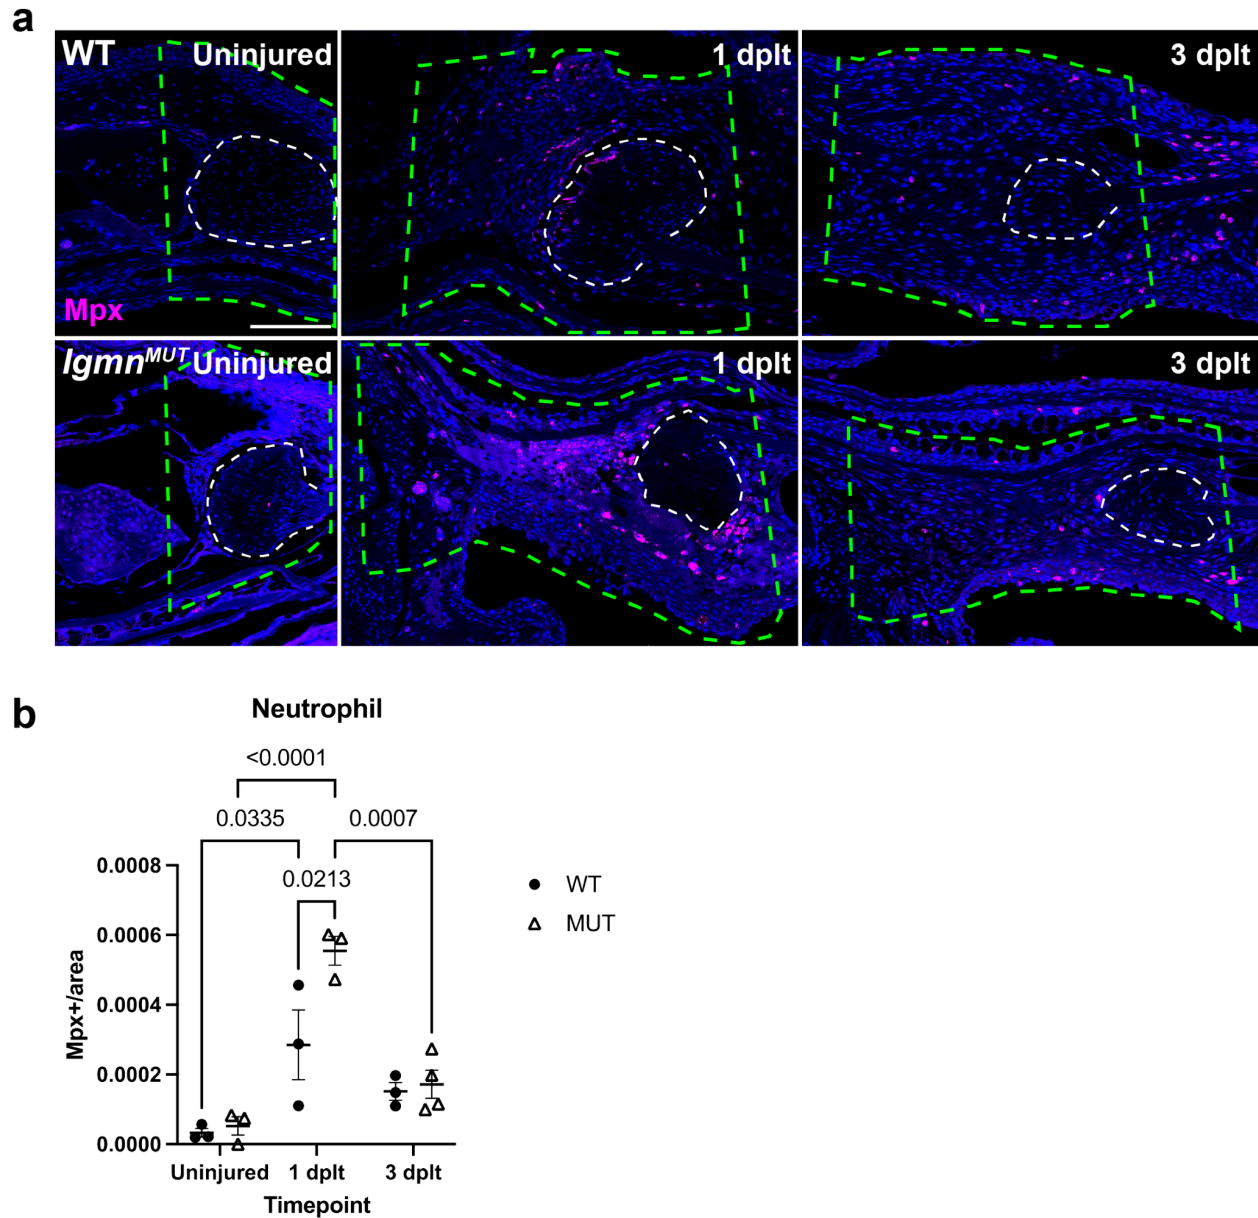

Supplementary Figure 5. *Igmn* mutants have elevated levels of neutrophils at the injury site at 1 dplt. (a) Representative images of immunofluorescence staining using Mpx antibody (magenta) in IOM ligaments in WT and *Igmn* mutants from uninjured, 1 dplt, and 3dplt (scale bar: 100μm). (b) Blinded quantification of Mpx+ cells/injury area. Region of interest for quantification is outlined in a green dashed line and the IOM ligament is outlined in a white dashed line. (n=3 per time point).

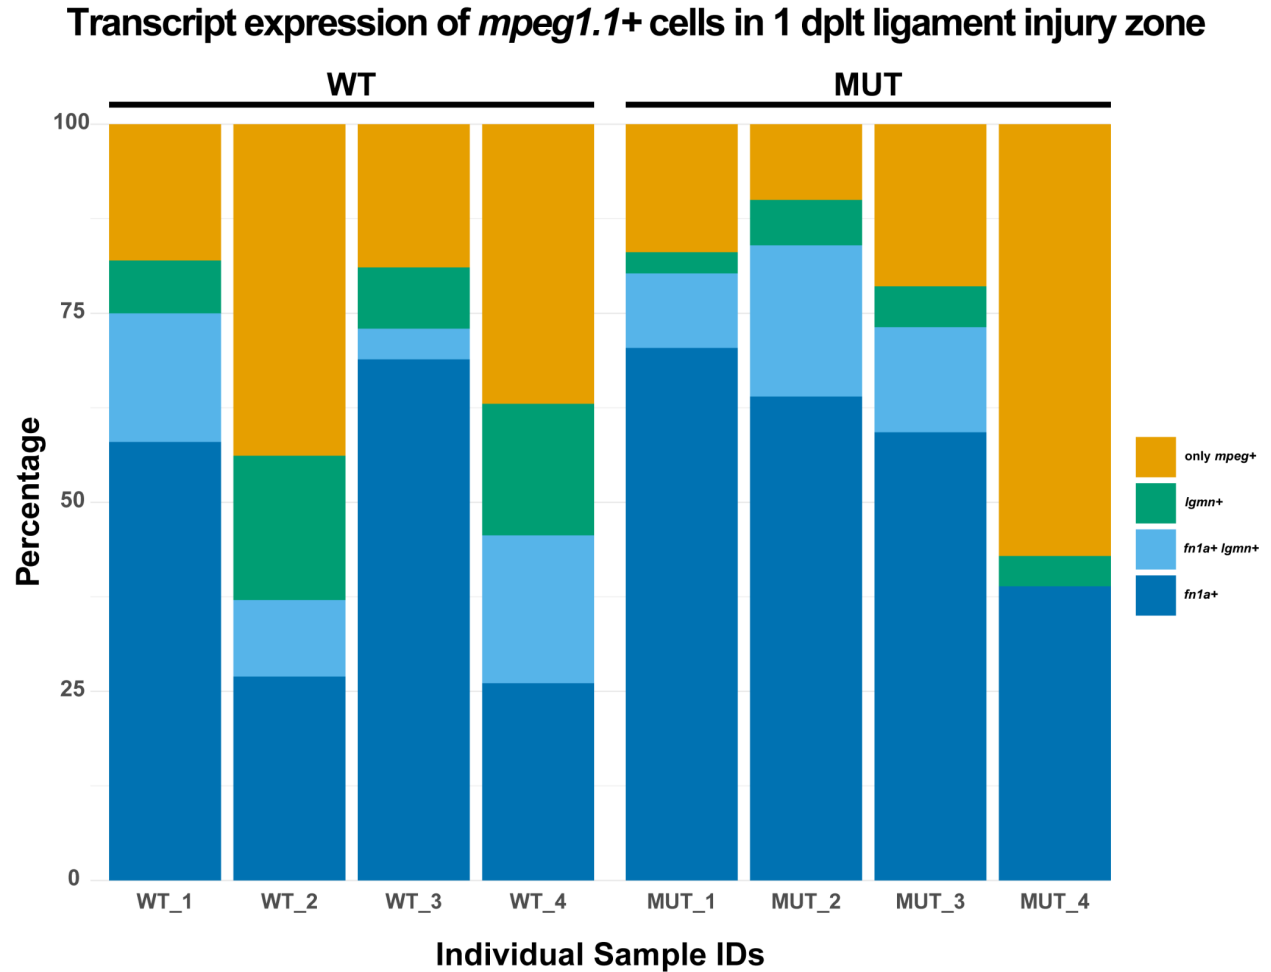

Supplementary Figure 6. Distribution of macrophage expression of *fn1a* and *lgmn* by sample ID at 1 dplt.

Stacked bar graphs showing the proportion of macrophages in individual biological replicate samples that are *mpeg1.1*+ (yellow), *mpeg1.1*/*lgmn*+ (green), *mpeg1.1*/*lgmn*+/*fn1a*+ (light blue), or *mpeg1.1*/*fn1a*+ (dark blue) in wild type and *lgmn* mutants (n=4 per genotype).

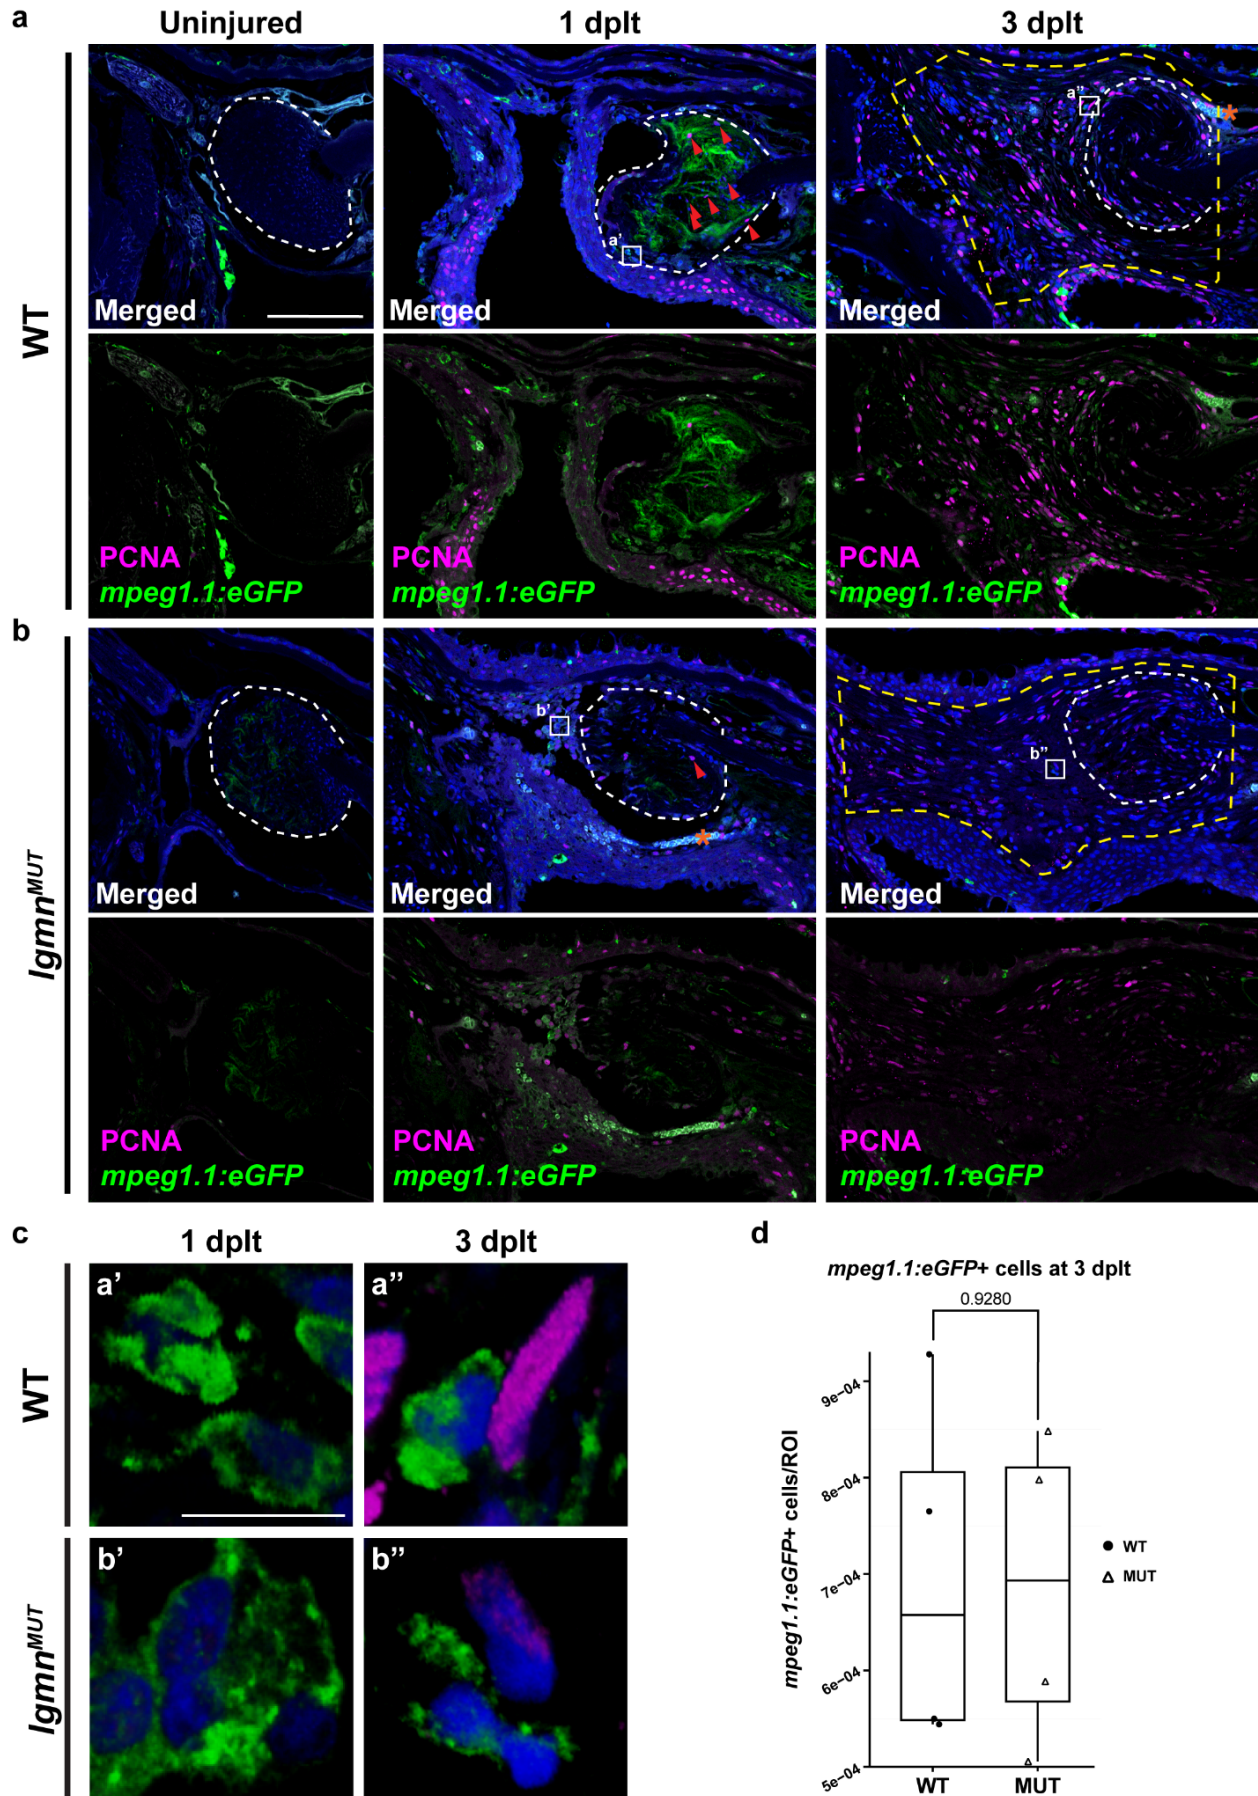

Supplementary Figure 7. Macrophage crosstalk with fibroblasts to promote proliferation.

(a-b) Representative images of eGFP and PCNA immunofluorescence staining of *Tg(mpeg1.1:eGFP)* uninjured, 1 dplt, and 3 dplt wild type and *lgmn* mutant IOM ligaments (a',b') *mpeg1.1:eGFP*⁺ (green) cells not in contact with proliferating cells (magenta) at the transection site at 1 dplt. Red arrowhead denotes proliferating cells without coincident macrophages in the IOM ligament. Green staining in the IOM ligament seen in wild type 1 dplt and *lgmn* mutant uninjured are non-specific and are an artifact of the assay. (a'', b'') *mpeg1.1:eGFP*⁺ cells in contact with proliferating cells near the transection site at 3 dplt **(c)** 3D renderings of 63x objective z-stacks of a'-a'' and b'-b'' regions outlined above. **(d)** Quantification of *mpeg1.1:eGFP*⁺ cells/ROI in the ligament and mesenchyme domain at 3 dplt. IOM ligament is outlined in a white dashed line. Region quantified is outlined with a yellow dashed line. Orange * marks autofluorescent blood vessels. Scale bar = 100 μm (a-b), 10 μm (c). (n=3-4 per genotype)

Supplementary Methods 1

thbs4a_p1 sequence

> NC_007116.7:51926588-51927222 Danio rerio strain Tuebingen chromosome 5, GRCz11 Primary Assembly

```
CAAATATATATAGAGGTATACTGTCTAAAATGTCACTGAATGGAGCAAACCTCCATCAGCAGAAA  
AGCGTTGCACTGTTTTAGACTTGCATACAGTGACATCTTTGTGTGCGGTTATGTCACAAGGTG  
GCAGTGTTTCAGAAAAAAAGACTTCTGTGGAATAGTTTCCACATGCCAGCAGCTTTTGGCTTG  
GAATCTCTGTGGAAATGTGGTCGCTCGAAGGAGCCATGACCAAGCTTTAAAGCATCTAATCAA  
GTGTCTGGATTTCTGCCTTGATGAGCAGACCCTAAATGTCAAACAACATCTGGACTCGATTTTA  
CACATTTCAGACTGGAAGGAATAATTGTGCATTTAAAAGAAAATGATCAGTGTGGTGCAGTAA  
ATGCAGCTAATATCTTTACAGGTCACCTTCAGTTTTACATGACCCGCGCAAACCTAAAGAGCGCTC  
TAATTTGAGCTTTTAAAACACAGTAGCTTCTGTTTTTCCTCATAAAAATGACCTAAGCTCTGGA  
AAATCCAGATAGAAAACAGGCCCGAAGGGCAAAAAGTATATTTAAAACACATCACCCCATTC  
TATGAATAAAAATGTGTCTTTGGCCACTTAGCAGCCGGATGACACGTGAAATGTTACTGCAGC  
A
```

Supplementary Videos 1-4. 3D rendering of tissue-cleared imaging of *thbs4a*_{pl}:eGFP in uninjured (Video 1), 1 dplt (Video 2), 7 dplt (Video 3), and 28 dplt (Video 4) IOM ligaments.

Supplementary Table 1. scRNAseq cell counts by sample

Supplementary Table 2. Marker genes of neural crest lineage scRNAseq clusters

Supplementary Table 3. Marker genes of immune scRNAseq clusters

# Supplementary material for: Ligament injury in adult zebrafish triggers ECM remodeling and cell dedifferentiation for scar-free regeneration
**Source:** NPJ Regen Med. 2023 Sep 19;8:51. doi: 10.1038/s41536-023-00329-9
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Live imaging was performed using a Leica M165FC stereo microscope with Leica K5 sCMOS camera and LASX software v3.7.4.23463. Fluorescence imaging was performed using a Leica SP8 confocal microscope with LASX software v3.5.7.23225.
Data analysis	All statistical analysis was carried out using GraphPad Prism 9. Analyses of scRNAseq libraries were performed using R version 4.0.5 in RStudio with Seurat version 4.0.2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed scRNA sequencing files have been deposited in GEO and can be retrieved using accession number GSE224197. All other raw data, transgenic zebrafish lines, and/or materials from this study are available from the corresponding author (JS) upon request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample sizes were determined based on expected effect size of interest with a minimum of 3 biological replicates for any given experiment.

Data exclusions No data were excluded.

Replication At least two independent technical replicates in a minimum of 3 biological replicates per condition were performed for all experimental findings. Two independent libraries per timepoint were sequenced or the scRNAseq analysis.

Randomization Age and size matched animals were randomly assigned to treatment groups.

Blinding Investigators were blinded during the data analysis to the sample genotype and injury prior to quantification and statistical analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	PCNA, Sigma-Aldrich, P8825, lot 0000161007<br>mCherry, Novus, NBP2-25157SS, lot 357-110922<br>Mpx, GeneTex, GTX128379, lot 4434<br>eGFP, OriGene, TP401, lot 081211
Validation	All antibody staining was validated for non-specific binding through no primary antibody controls.<br>PCNA - as noted on manufacturer page, this Ab has been used in at least 164 published manuscripts. https://www.sigmaaldrich.com/US/en/product/sigma/p8825<br>mCherry - as noted on manufacturer page, this Ab has been used in at least 11 publications for the same application. https://www.novusbio.com/products/mcherry-antibody_nbp2-25157<br>Mpx - this Ab was specifically designed for zebrafish Mpx reactivity and has been used in at least 20 publications. https://www.genetex.com/Product/Detail/Mpx-antibody/GTX128379<br>eGFP - manufacturer's page details specificity for GFP and eGFP variants and has been cited at least 20 times. https://www.origene.com/catalog/antibodies/primary-antibodies/tp401/gfp-rabbit-polyclonal-antibody

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Zebrafish lines used in this study include AB, Tübingen, lgmnsa22350, Tg(scxa:mCherry), Tg(actab2:loxP-BFP-STOP-loxP-dsRed)sd2752, Tg(Mmu.Sox10-Mmu.Fos:Cre), Tg(mpx:mCherry), Tg(mpeg1:EGFP), Tg(thbs4a_p1:CreERT2) and Tg(thbs4a_p1:eGFP). All surgical injuries were performed in size-matched 3-6 months post fertilization (mpf) adult zebrafish using standard body length (SL) measurements.
Wild animals	The study did not involve wild animals.
Reporting on sex	Male and female zebrafish were included in the study design as no sex-related differences in regeneration were noted. Each experiment has both sexes aggregated in each sample.
Field-collected samples	The study did not include field-collected samples.
Ethics oversight	The Institutional Animal Care and Use Committees of Columbia University and the University of Southern California approved all zebrafish experiments.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

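Single-cell RNA sequencing was done on jaw joints of fish in 5 conditions (uninjured, SHAM surgery at 1 d and 3 d, ligament transection at 1 and 3 dplt), each as 1 library of DsRed+ and 1 of BFP+ cells. Conditions were taken from the paper and the sample labels. The labels call the BFP+ libraries not enriched, and they are named by the gate of the paper here. The authors made the deposited counts with Cell Ranger 3.0.0 at default settings on GRCz11: each value is the number of UMIs of one gene in one called cell barcode of one library, not normalized, and neither pooled nor corrected for free RNA. The annotation release is not stated, and gene names are those of the files.

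The paper's filters were applied to the 15512 barcodes and 48700720 UMIs: more than 400 and fewer than 1900 genes, and under 5% mitochondrial UMIs. Of the barcodes 15379 were distinct, and 132 occurred in more than one library and were treated as separate cells. Kept cells were log-normalized and clustered with Seurat 5.3.0 in R 4.3.3 on 2000 variable genes. The paper's numbers of principal components and resolutions were used: 80 computed and 68 used at resolution 0.02 for all cells, 50 and 38 at 0.95 for the neural crest derivatives, and 50 at 0.9 for immune cells. Principal components were computed exactly and not by the approximate routine. Genes tied for the last place among the variable genes were taken in the order of the files. An earlier run let rounding in the last decimals decide this tie and gave other clusters, so this rule, and the reverse order as an alternative, were chosen after both outcomes had been seen.

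Clusters were named from marker lists written before the data were examined. The rule for a marker that stands out (a UMI in at least 10% of a cluster's cells and a CPM at least 1.5 times that of the other cells) and the need for 3 of them were chosen after the clusters had been seen. Of 500 listed symbols 484 were found, 3 of them by gene identifier only. Neural crest derivatives stands for all cells of the stromal and cartilage superclusters, with the epithelium- and endothelial-like cells among them. NC-derived mesenchyme was taken as all clusters of the stromal and cartilage superclusters except the chondrocyte-, osteoblast-, glia-, epithelium- and endothelial-like ones; leaving out the endothelial-like cluster was decided after it was found there. The regenerative clusters were the ones with at least 3 regenerative markers and the highest share of 1 dplt and of 3 dplt cells.

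Within a class of cells the UMIs of a condition were added up over both gates and given as CPM. Each has an exact Poisson 95% interval, ratios have exact conditional binomial intervals, and shares have exact Clopper-Pearson intervals. A ratio over a sum with 0 UMIs is given as at least the ratio to 3 UMIs over the whole sum. This is a convention and not a 95% limit, so the true ratio may be smaller. Shares of cells with a UMI are given also after thinning every cell to 1000 UMIs, with shallower cells left out (at most 17 mesenchyme cells of a condition). Depth per mesenchyme cell differed, with medians of 2438 UMIs (uninjured), 2519 (1 d SHAM), 2354.5 (3 d SHAM), 3694.5 (1 dplt) and 3562 (3 dplt). Because each condition has 1 library per gate, transection was compared with SHAM by values and intervals and without a test. Gene lists (collagens, ECM glycoproteins, leucine-rich proteoglycans, proteases and inhibitors, ligament and tendon, myofibroblast, cell cycle, cytokines, immediate early and heat shock, interferon, lysosome and phagocytosis, MHC II, TGF-beta, glycolysis, ER folding) are given as the median log2 ratio of members with at least 20 UMIs and its percentile among 10000 random lists of equal expression, with a pseudocount of 0.5.

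Tests compared kinds of cells within the same libraries. For cells with and without an *mpeg1.1* UMI among immune cells, and with and without a *col12a1a* UMI in the mesenchyme, UMIs were summed per condition and kind where each kind had at least 10 cells. They were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, condition as block) and Benjamini-Hochberg adjustment at 0.05. The conditions pair the sums, and both came from the same libraries. The share of neural crest derivatives was compared between gates with an exact sign-flip test over conditions. Genes named are those the paper names for these data. To them are added, per comparison of transection with SHAM, the 10 with the largest ratio each way among genes with at least 50 UMIs, the same direction against uninjured joints and the same direction in both gates where each had at least 10 UMIs. From each edgeR test the 10 largest changes each way with the same direction in every condition are added. A gene that met these rules is not reported here. Genes without a symbol of their own were passed over, and examples from a list are its 4 members with the most UMIs.

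The tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed in each of 5 simulations. For *mpeg1.1*, edgeR called 68.2% of genes changed 4-fold, 9.375% of those changed 2-fold and 0.2105% of unchanged genes. For *col12a1a* it called 82.8%, 75.1% and 0.358%. So the first test misses most small changes. For the mesenchyme at 3 d, simulated with counting noise alone, lists of 10 genes changed 1.5-fold fell outside the central 95% in 100% of cases and unchanged lists in 7.5%. Against the real spread of genes, a check added after the results had been seen, random lists of 10 genes shifted up by 1.5-fold did so in 30% of cases for the mesenchyme at 1 d, 68% at 3 d, 48% for macrophages and 66% for neutrophils, and shifted down in 46%, 70%, 57% and 67%. So a list within the range can still have changed.

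Alternatives covered the filters, resolution, seed, principal components, ECM genes left out of the clustering, order of tied genes, gate, control, class of cells, thinning, DESeq2 1.42.0 in place of edgeR, no expression filter, no block and each condition left out. Scrublet (scanpy 1.11.5) was run per library in Python 3.11.15; its automatic threshold failed in a small library, so the highest scores were removed at 0.8% per 1000 barcodes (201 cells). In situ hybridization, immunofluorescence, mutant and imaging results rest on other data and were not analysed here. Supplementary tables of the paper were not used here.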

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

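The tests of reporter transcripts and of the split by day were chosen after the result had been seen; the tests of depth and of doublets were set before it, and the depth under the upper limit was added after.

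Mesenchyme with very many genes per cell appeared in the transection DsRed+ libraries, among barcodes that the paper's upper limit removes and does not report on. In 1 dplt 5.625% of the DsRed+ barcodes (18 of 320) and in 3 dplt 3.306% (28 of 847) had 1900 genes or more, against none in 1 d SHAM and 0.1235% (1 of 810) in 3 d SHAM. All 18 and 26 of the 28 were mesenchyme. With no upper limit the mesenchyme of these libraries had median UMIs 1.74 times SHAM (1.405 to 2.23) at 1 d and 1.73 times (1.52 to 1.95) at 3 d, and under the limit 1.502 times (1.22 to 1.91) and 1.57 times (1.43 to 1.78).

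Deeper sequencing of whole libraries would raise cartilage and bone cells of the same tubes alike. At 3 d their median UMIs were 1.084 times SHAM (0.899 to 1.32), below the mesenchyme's range, which argues against depth as the whole cause. At 1 d the value was 1.037 (0.728 to 2.87, 48 against 10 cells), too wide to decide. The test of doublets with another cell type was void. It asked for 3 times the share of kept cells with 3 or more UMIs of other types' markers after thinning, and that share was already 48.9% (45.1 to 52.7). Of the removed mesenchyme cells 29.55% (16.8 to 45.2, 13 of 44) carried such UMIs. Doublets with another type or of a pair of mesenchyme cells stay open, as does growth in the RNA content of mesenchyme after transection, which may be biological but was found and weighed on the same data.

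Cells of the stromal and cartilage superclusters made up 34.9% of the BFP+ cells in 3 d SHAM and 44.2% at 3 dplt, against 2.235% to 3.65% in the other conditions. A TagBFP transcript also appeared in cells of the DsRed+ gate at 3 d, which the paper does not report on: in 15.06% of neural crest derivatives in 3 d SHAM (86 of 571) and 13.27% in 3 dplt (82 of 618), against 1.435% (6 of 418) in the uninjured and 1 d DsRed+ libraries together. If DsRed+ cells had been sorted into the BFP+ tube, they would carry DsRed transcript like the DsRed+ libraries. A DsRed UMI was found in 22.06% of the 3 d BFP+ cells (19.1 to 25.2) and 77.5% (75.0 to 79.8) of the 3 d DsRed+ cells, which argues against it, and 82.1% of the former carried TagBFP. The 3 d BFP+ cells of these superclusters include epithelium-like and endothelial-like ones. Cells that escaped recombination or have another origin, free TagBFP RNA and the cells caught in the dissection stay open, and none of these was tested.

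The 3 d libraries stood apart from the uninjured and 1 d libraries in skin, lymphocytes and mesenchyme alike. Of 2126 genes, 22 lay at least 1.5-fold apart in the same direction in all 3 classes (14 higher and 8 lower at 3 d), and no other split of the conditions into 2 and 3 gave any (highest 0 of 10 splits). Among the higher ones were the chaperone genes *hspbp1*, *ahsa1b*, *hspa4a* and *DNAJA4*, and *ahr2*, *tiparp*, *maff* and *foxo1a*, and among the lower ones *gadd45ga* and *ldhba*. No theme was tested in them. A batch of library making or sequencing and the day after surgery cannot be told apart, because SHAM and transection share the day; ratios of transection to SHAM at the same day are free of it only if both were handled together.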

How the results depend on the processing

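The tests with endothelial cells kept, glia-marked cells left out, epithelium-like immune cells left out, gene lists in BFP+ cells and tied variable genes in reverse order were chosen after the data had been seen. Of the values weighed for the main results 85 kept within their limits and 29 did not; for single genes tested 27 kept theirs, 4 reversed, 2 became stronger and 1 weaker, and for gene lists 83 kept, 19 moved and 2 reversed. Except where a construction is named, the cause was not tested.

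With tied variable genes in reverse order the cells formed 8 superclusters, 13 neural crest clusters and 12 immune clusters, against 7, 13 and 10. None of the main values left its limits: the shares of the regenerative clusters were 53.66% and 81.4%, the ratio of *fn1a* at 3 d 1.216, and the genes called 769 and 103.

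The share of 1 dplt cells in the 1 d regenerative cluster (51.7%) was 66.28% at resolution 1.3, 65.48% with Scrublet doublets removed, 62.5% with 30 and 20 principal components, 34.48% in BFP+ cells alone (29 cells) and 73.99% with each condition weighted equally. The share of 3 dplt cells in the 3 d cluster (80.7%) was 73.97% with 30 and 20 principal components and 55.39% weighted equally. Clusters of other settings were matched by shared cells and are in part other cells. Of the joint cells, the 1 d cluster shared 69.75% at resolution 1.3, 66.67% with Scrublet doublets removed and 55.37% with fewer components. The 3 d cluster shared 58.85% with fewer components. The share of 1 dplt in the neutrophil cluster lay between 81.4% and 82.6% but was 48.16% weighted equally, by each condition's share among its immune cells.

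With no upper limit on genes, transection over SHAM in mesenchyme became 1.633 (1.299 to 2.07) for *fn1a* at 3 d, 1.56 (1.26 to 1.95) for *col12a1a* at 1 d and 2.947 for *col12a1a* at 3 d. Over uninjured joints *fn1a* at 3 d was 1.737 and *col12a1a* at 1 d 1.572. In BFP+ cells alone *fn1a* was at least 1.262 at 1 d and 2.032 at 3 d, and *col12a1a* 2.76 at 3 d; in DsRed+ cells alone *fn1a* at 3 d was 0.952 (0.702 to 1.303). In all neural crest derivatives, epithelium- and endothelial-like cells of the superclusters included, *fn1a* at 3 d was 1.597 and *col12a1a* at 3 d 3.056. Thinned to 1000 UMIs, *col12a1a* at 3 d was 2.031 and *fn1a* at 1 d 5.61 (0.871 to 235), which includes 1, because few UMIs are left. *fn1a* in macrophages stayed above SHAM, from at least 1.51-fold (thinned) to at least 7.03-fold.

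Gene lists outside the central 95% numbered 11 of 27 in the mesenchyme and 5 of 24 in BFP+ libraries only, and 9 of 19 in macrophages and neutrophils and 5 with uninjured instead of SHAM. Immediate early and heat shock genes reversed in mesenchyme, to 0.019 at 1 d in BFP+ libraries only and to 0.229 at 3 d over uninjured. Ligament and tendon genes at 1 d came to −0.013 in DsRed+ libraries only.

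Of 770 genes called with *mpeg1.1*, 403 were called after thinning (353 shared), which left fewer conditions with enough cells, and leaving out a condition gave 28 to 857 (28 without 1 d SHAM, all of them shared). Without 1 d SHAM *lgmn* had 3.79 and adjusted p 0.0659; over its alternatives the adjusted p ran from 3.2e-18 to 0.0659. DESeq2 called 592 (511 shared). Of 102 genes called with *col12a1a*, DESeq2 called 97 (83 shared), thinning 64 (36 shared), no expression filter 180 (88 shared), all neural crest derivatives 309 (54 shared) and the test with no condition block 2. Leaving out a condition gave 24 to 121, with 24 without 3 dplt and 29 without 3 d SHAM. In all neural crest derivatives *fn1a* was called (1.47, adjusted p 0.0324; over its alternatives 0.0324 to 0.998) and *acta2* had 0.603 (adjusted p 0.486; 0.0335 to 1 over its alternatives). After thinning *acta2* was lower in the *col12a1a*+ cells (−1.77, adjusted p 0.0335). Without a condition *acta2* ran from −0.606 to 0.213, above 0 without uninjured, 1 d SHAM (0.153) or 3 d SHAM (0.133).

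The gate difference in neural crest share was 77.2 to 87.7 points over all alternatives. *scxa* was under the expression filter and gave no value except without that filter (log2 1.88, SE 0.478, adjusted p 0.0123), and *fn1a* gave none in the thinned test. With few macrophages outside 1 dplt, depth limits what a count of 0 excludes there.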

Differences from the paper's values

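None of the values stated in the paper and computed here differed by more than 1.5 times at the paper's settings. For shares of cells this limit is wide, and a high share cannot be exceeded by so much. Within it the share of the 1 d regenerative cluster was still lower than the paper's, beyond its interval. The order of tied genes was chosen after seeing the values. The rule for markers, which enters the choice of the regenerative clusters, was chosen after the clusters had been seen. The cutoff for doublet scores was chosen after the automatic one had failed. The other settings of these comparisons were set beforehand. The cells kept equalled the paper's count in each gate. The median number of genes per kept cell was 755 and the paper's is 766; with no upper limit on genes per cell it was 767. The immune cells gave 10 clusters and the paper's gave 11; in the reverse order of tied genes there were 12.

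For the 1 d regenerative cluster the share from 1 dplt was 51.7% and the paper's is 66%. It was 66.28% at resolution 1.3, 65.48% with Scrublet doublets removed and 62.5% with fewer principal components. In BFP+ cells alone it was 34.48%, more than 1.5 times below the paper's. For the 3 d cluster the share from 3 dplt was 80.7% and the paper's is 82%; it was 81.97% without ECM genes in the clustering, while equal weights gave 55.39%. For the neutrophil cluster the share was 81.4% and the paper's is 82%; it was 81.92% with fewer principal components, and equal weights gave 48.16%.

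The paper lists a separate endothelial supercluster, and here endothelial-like cells formed a cluster of 52 among the neural crest derivatives. There were 7 superclusters, fewer than in the paper, and 8, the paper's number, in the reverse order of tied genes. The paper names a glial cluster by *mbpa*. Here no cluster met the rule for glia, and *mbpa* was found in 7.76% of the 1 d regenerative cluster (119.9 CPM). The paper names a periosteal cluster by *mmel1*, which here led the perivascular-like cluster. It also names a dendritic cluster with *mpeg1.1* and without *mfap4*. Here the cells with that pair lay in a cluster of 65 with the markers of superficial skin. These names were rebuilt from markers and may part cells otherwise than the paper's.

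The paper presents *col12a1a* and *fn1a* as marks of the regenerative clusters. *col12a1a* was high in both but highest in the *fmoda*+ dermal fibroblasts (2132 CPM, 94.3% of cells). *fn1a* was highest in the 1 d regenerative cluster, with the *prg4b*+ cluster next (158 CPM), but in the 3 d regenerative cluster (42.9 CPM) it was lower than in the *cxcl12a*-rich stroma (75.4 CPM). The paper reports raised *fn1a* in regenerative mesenchyme against the uninjured ligament. The groups here are wider, the whole mesenchyme class against SHAM; at 3 d the ratio was 1.22 with an interval that includes 1, and it lay above 1 with no upper limit on genes (1.633), in BFP+ cells (2.032), in all neural crest derivatives (1.597) and over uninjured joints (1.737). *fn1a* was not called between mesenchyme with and without *col12a1a* (adjusted p 0.226), but was in all neural crest derivatives (1.47, adjusted p 0.0324; over the alternatives 0.0324 to 0.998).

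The paper ranks *lgmn* among the most selective genes of *mpeg1.1*+ cells. Here it was higher in 3 of 3 conditions and ranked 48 by log2 fold change among the 392 higher genes; the paper compared clusters of immune cells with cells as replicates, and this test compares cells with and without an *mpeg1.1* UMI with conditions as replicates. For macrophage-like clusters against the other immune cells its log2 fold change was 4.42 (adjusted p 7.4e-07; over the alternatives 3.2e-18 to 0.0659).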

Other observations

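The lists in BFP+ cells alone and the swaps within conditions were chosen after the results had been seen. Mesenchyme of transected joints had more transcript of glycolysis and ER folding genes than that of SHAM joints, and at 3 d of cell cycle genes. At 1 d genes of glycolysis had a median log2 ratio to SHAM of 1.11 (percentile 99.46 of random lists) and genes of folding in the ER 0.78 (99.74), and at 3 d 0.37 (98.3) and 0.585 (above all random lists). Cell cycle genes (*pcna*, *slbp*, *rrm2*, *mcm6*) had 1.155 at 3 d (98.3), with *pcna* 1.72-fold (1.24 to 2.45), and too few UMIs at 1 d. These lists did not lie outside the random range throughout. Cell cycle over uninjured joints at 3 d had percentile 78.16. Glycolysis had 97.0 in DsRed+ and 88.1 in BFP+ cells at 1 d, and 95.4 in all neural crest derivatives and 92.4 in BFP+ cells at 3 d. ER folding had 64.8 in BFP+ cells at 1 d. *pcna* stood at 57.99 CPM at 1 dplt and 43.5 CPM at 3 dplt. In 3 d SHAM it had 25.2 CPM and in uninjured joints 39.1 (22.4 to 63.5), so at 3 d it was told apart from SHAM only. In either gate alone the cell cycle list had too few members at 3 d. *lepa*, the gene of leptin, had 130 UMIs at 1 dplt (151 CPM) and 200 at 3 dplt, with 0 in either SHAM: at least 9.94-fold and at least 32.85-fold. Along with it *igfbp1a* was at least 9.18-fold and 10.55-fold (6.67 to 17.7) and *vmp1* 52.3-fold (9.29 to 2075) and 16.85-fold (7.08 to 52.6). *igfbp1a* also stood at 390.8 CPM in the epithelium of 1 dplt, and there at 637.6 CPM in 3 d SHAM.

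Other genes higher in mesenchyme at 1 d were *nutf2l* (at least 7.80-fold), *abracl* (at least 5.81), *col9a1a* (at least 4.205), *glod5* (at least 4.13) and *aldh1a2* (15.8, 2.75 to 634). Higher in SHAM were *crhbp* (11.0-fold), *mmel1* (8.72), *hspb1* (6.18), *tat* (5.99), *enpp2* (5.85), *aldh9a1a.1* (4.44), *ca6* (4.44) and *gstr* (4.36). At 3 d *ccl19a.2* (39.9-fold, 10.9 to 332), *tmem176l.4* (28.6), *ctss2.1* (24.6), *hamp* (10.0, 5.75 to 19.0), *scn4ab* (at least 9.197), *nrgna* (8.87) and *c7a* (8.69) were higher. In the epithelium *ccl19a.2* stood at 356 CPM at 3 dplt and 45.5 in 3 d SHAM, and *tmem176l.4* at 346 and 212. In mesenchyme of 3 dplt they had 43.8 and 31.3 CPM. Higher in 3 d SHAM were *MSMP* (42.6-fold), *mdkb* (15.95), *mtbl* (11.3), *fgl2b* (7.71), *spon2b* (7.015), *krt5* (6.17, with 20800 CPM in skin), *mmel1* (5.94), *fbln2* (5.44), *fastkd2* (5.41) and *entpd5a* (5.145).

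Further lists in mesenchyme at 1 d and 3 d were cytokines (0.61, percentile 91.84, and 0.24, 92.7), immediate early and heat shock genes (−0.42, 0.67, and −0.435, 0.100), interferon genes (−0.24, 13.9, and 0.25, 81.45), lysosome genes (−0.40, 6.88, and −0.02, 63.1) and TGF-beta genes (−0.40, 14.6, and −0.265, 14.2). Immediate early and heat shock genes went the other way in BFP+ cells at 1 d (0.019) and over uninjured joints at 3 d (0.229), and cytokines lay above the range in all neural crest derivatives at 1 d (99.34) and in DsRed+ cells at 3 d (97.6). MHC II had too few members with enough UMIs.

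Macrophages of 1 dplt also had more *gda* (at least 9.75-fold), *lgals2b* (at least 6.97), *rgcc* and *scpp8* (each at least 6.085). Those of 1 d SHAM had more *lgals3bpb* (5.99-fold), *ccl35.1* (4.87), *krt97* (3.35, with 7738 CPM in skin), *tppp* (3.20), *mhc2dab* (3.02), *tnfrsf18* (2.95), *isg15* and *mb21d1*. *scpp8* is one of the neutrophil markers and stood higher in the epithelium too, at 48.5 CPM at 1 dplt and 2.04 in 1 d SHAM. It may therefore be free RNA of neutrophils, which was not tested. Neutrophils of 1 dplt had more *ndrg1a* (24.5-fold, 4.30 to 976), the chemokine gene *cxcl8a* (9.445, 3.16 to 46.4), *srd5a2a* (5.52), *rbx1* (5.27), *chp1* (4.76), *oaz2a* (4.23), *ved* (3.94), *susd6* (3.91), *adam8a* (3.74) and *lygl1* (3.56), and those of 1 d SHAM more *lyz* (3.45, 3.23 to 3.68), *il4* (2.98), *cpa5* (2.66), *eif4a1b*, *eif2s3*, *cct4*, *tdh*, *eif3ea*, *ssr3* and *eef1da*. In neutrophils glycolysis had 0.64 (percentile 99.75), immediate early and heat shock genes 0.45 (99.36), ER folding −0.655 (0.0100), MHC II −0.92 (1.04), proteases 0.09 (50.5), cytokines −0.01 (18.1), interferon −0.02 (30.1), lysosome 0.01 (25.25) and TGF-beta −0.06 (34.4). Over uninjured joints MHC II in neutrophils went the other way (1.14, 93.6). In 1 d SHAM 32.8% of neutrophils and at 1 dplt 77.7% lay in the cluster with little lysozyme, so these ratios compare different states. The other neutrophil cluster also had a mast cell or eosinophil marker among its leading genes. *cpa5* is on the list of such markers and *il4* on that of type 2 lymphocytes. Their ratios may thus come from other cells in the class, which was not tested.

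The *mpeg1.1* test also named *mfge8b* (4.685), *dicp1.17* (4.67), *cxcl19* (4.61), *ms4a17a.10* (4.38), *fabp7b* (4.13) and *slc43a2b* (4.06) as higher and *gpr55a* (−8.26), *samsn1b* (−7.94), *ccl36.1* (−6.95), *ved* (−6.84), *sla2* (−6.40), *lect2l* (−5.845), *ccl33.3* (−5.68) and *il4* (−5.05) as lower. The *col12a1a* test named *dkk3b* (1.89), *mamdc2b* (1.56) and *col2a1b* (1.54) as higher, with *fmoda* (1.92, 4 of 5 conditions) and *col12a1b* (1.39, 4 of 5), and *bgnb* (−1.37), *fgl2a* (−1.35), *phlda2* (−1.31), *nova2* (−1.30), *igfbp5b* (−1.27), *fabp11a* (−1.26), *fstl1a* (−1.25) and *aldh1a3* (−1.20) as lower.

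The sums of a condition form pairs, so other groupings were made by swapping them within conditions. For *col12a1a* the real grouping called 102 genes and the highest other 7, with 1 of 16 reaching the real count. For *mpeg1.1* the real grouping called 770 genes and the highest other 0, with 1 of 4 reaching it. In both tests the groupings are too few for a share under 0.05. Groupings that break the pairs called at most 21 and 0 genes.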
